# Loss of the RNA polymerase III repressor MAF1 confers obesity resistance

**DOI:** 10.1101/gad.258350.115

**Published:** 2015-05-01

**Authors:** Nicolas Bonhoure, Ashlee Byrnes, Robyn D. Moir, Wassim Hodroj, Frédéric Preitner, Viviane Praz, Genevieve Marcelin, Streamson C. Chua, Nuria Martinez-Lopez, Rajat Singh, Norman Moullan, Johan Auwerx, Gilles Willemin, Hardik Shah, Kirsten Hartil, Bhavapriya Vaitheesvaran, Irwin Kurland, Nouria Hernandez, Ian M. Willis

**Keywords:** obesity, RNA polymerase III, metabolic efficiency, MAF1, autophagy, futile cycling, polyamines

## Abstract

MAF1 is a global repressor of RNA polymerase III transcription that regulates the expression of highly abundant noncoding RNAs in response to nutrient availability and cellular stress. Thus, MAF1 function is thought to be important for metabolic economy. Here we show that a whole-body knockout of *Maf1* in mice confers resistance to diet-induced obesity and nonalcoholic fatty liver disease by reducing food intake and increasing metabolic inefficiency. Energy expenditure in *Maf1*^−/−^ mice is increased by several mechanisms. Precursor tRNA synthesis was increased in multiple tissues without significant effects on mature tRNA levels, implying increased turnover in a futile tRNA cycle. Elevated futile cycling of hepatic lipids was also observed. Metabolite profiling of the liver and skeletal muscle revealed elevated levels of many amino acids and spermidine, which links the induction of autophagy in *Maf1*^−/−^ mice with their extended life span. The increase in spermidine was accompanied by reduced levels of nicotinamide *N*-methyltransferase, which promotes polyamine synthesis, enables nicotinamide salvage to regenerate NAD^+^, and is associated with obesity resistance. Consistent with this, NAD^+^ levels were increased in muscle. The importance of MAF1 for metabolic economy reveals the potential for MAF1 modulators to protect against obesity and its harmful consequences.

## Abstract (precis)

MAF1 is a global repressor of RNA polymerase III transcription that regulates the expression of highly abundant noncoding RNAs in response to nutrient availability and cellular stress. Bonhoure et al. show that a whole-body knockout of Maf1 in mice confers resistance to diet-induced obesity and nonalcoholic fatty liver disease by reducing food intake and increasing energy expenditure by several mechanisms.

In natural populations, metabolic efficiency promotes survival in stressful environments, such as when the quality or quantity of food is limited (Parsons 2007). However, as evidenced by the global obesity epidemic and its associated comorbidities (e.g., insulin resistance, type 2 diabetes, cardiovascular disease, nonalcoholic fatty liver disease, and cancer) (Guh et al. 2009; Flegal et al. 2010; Unger and Scherer 2010), metabolic efficiency has become a liability for a large number of modern day humans. Reducing obesity through diet and exercise produces health benefits, but maintaining weight loss over the long term remains a challenge for most overweight people (Kraschnewski et al. 2010; Maclean et al. 2011), and pharmacological approaches to reduce food intake or absorption have undesirable side effects or safety concerns (Tseng et al. 2010; Clapham and Arch 2011). With the identification of functional brown adipose tissue (BAT) in adult humans and the inducible browning of white adipose tissue (WAT), new strategies to increase energy expenditure have emerged as promising therapies for obesity and metabolic disease (Harms and Seale 2013; Rosen and Spiegelman 2014). These approaches stimulate facultative thermogenic responses that uncouple substrate oxidation from ATP synthesis, dissipate the mitochondrial proton gradient, and release chemical energy as heat. Other possibilities to enhance energy expenditure by decreasing the metabolic efficiency of obligatory cellular processes remain largely unexplored (Alekseev et al. 2010; Anunciado-Koza et al. 2011; Oie et al. 2014).

Ribosome biogenesis has long been recognized as a significant consumer of metabolic energy, with ∼60% of the nucleotides polymerized in nuclear gene transcription of exponentially growing cells going toward the synthesis of the large ribosomal RNAs (rRNAs) (Warner 1999; Grummt 2013). The energetic cost of this synthesis along with the production of 5S rRNA and tRNAs underlies a biological imperative for tight control of these processes in all organisms. Thus, metabolic economy is ensured when nutrients are limiting and under various stress conditions by regulatory systems that rapidly repress transcription involving the protein synthetic machinery (Warner 1999; Grummt 2013; Moir and Willis 2013). In higher eukaryotes, repression of rDNA transcription in response to nutrient deprivation is mediated in part by the energy-dependent nucleolar silencing complex (eNoSC). eNoSC binding throughout the rDNA repeat is achieved via the nucleolar protein nucleomethylin (NML) and its interaction with histone H3 dimethylated at Lys9. Together with the action of other eNoSC subunits, a repressive chromatin structure is established by the SIRT1 histone deacetylase and the histone H3 methyltransferase Suv39h1, leading to the repression of rDNA transcription (Murayama et al. 2008). The biological importance of the energy conservation provided by this repression is indicated by the resistance of mice with a liver-specific knockout of NML to diet-induced obesity (Oie et al. 2014). In the absence of NML, increased rDNA transcription in high-fat-fed mice promotes hepatic energy expenditure and alters lipid metabolism, leading to reduced fat accumulation and reduced body weight gain. Thus, repression of hepatic rDNA transcription allows excess energy storage as fat.

MAF1 functions to promote metabolic economy by repressing RNA polymerase III (Pol III) transcription of highly abundant cellular RNAs under conditions of nutrient limitation and cellular stress (Upadhya et al. 2002; Reina et al. 2006). In yeast, MAF1 is required universally for this response, and, in its absence, strains exhibit reduced fitness, stress sensitivity, altered respiratory metabolism, and decreased sporulation efficiency (Cherry et al. 2012). These phenotypes can be rationalized by the inappropriate diversion of metabolic resources into the energetically costly synthesis of 5S RNA and tRNAs, which together account for ∼15% of total RNA. MAF1 is a terminal node in the target of rapamycin (TOR) signaling network, which drives cell growth, controls metabolism, and contributes to metabolic disease, cancer, and aging (Michels et al. 2010; Zoncu et al. 2011; Moir and Willis 2013). The phospho-regulation of MAF1, its interactions with the RNA Pol III transcription machinery, and its function in transcriptional repression are conserved from yeast to mammals, but the impact of its ablation has not been assessed in metazoans.

## Results

### Obesity and fatty liver resistance of *Maf1*^−/−^ mice

MAF1 is encoded by a single ubiquitously expressed gene in mice and humans (Wu et al. 2009) and was knocked out in mouse embryonic stem cells by homologous recombination (Supplemental Fig. S1A–C). Crosses of *Maf1*^+/−^ mice generated in the C57Bl/6J background produced *Maf1*^−/−^ progeny in numbers that were not statistically different from Mendelian expectation (Supplemental Fig. S1D). Thus, the whole-body knockout is unconditionally viable. Interbreeding of *Maf1*^−/−^ animals revealed reduced fertility and fecundity compared with wild-type mice (Supplemental Fig. S1E). *Maf1*^−/−^ mice appeared normal at birth but exhibited lower body weight compared with age-matched controls after weaning (Fig. 1A; Supplemental Fig. S1F). These differences were extreme under a high-fat diet (HFD), as wild-type mice rapidly became obese. In contrast, *Maf1*^−/−^ mice maintained essentially the same body weight on HFDs and regular chow diets (Fig. 1A). Body composition analyses showed that chow-fed *Maf1*^−/−^ mice had substantially less fat as a percentage of total body weight compared with wild-type mice, consistent with the reduced size of their epididymal fat pads (Fig. 1B,C). In older animals (>6 mo of age), differences in body length and absolute lean body mass were also apparent, suggesting an overall reduction in the growth rate of the knockout (Fig. 1D,E). *Maf1*^−/−^ mice maintained on a HFD had little omental and subcutaneous adipose tissue compared with controls (Fig. 1F). In contrast, epididymal WAT (eWAT) and BAT were retained in the knockout, yet the adipocytes did not become hypertrophic as seen in wild-type tissue (Fig. 1G). eWAT adipocyte cell volume was markedly reduced in *Maf1*^−/−^ mice on both low-fat diets and HFDs (Fig. 1G,I; Supplemental Fig. S1G). These differences in cell volume (especially for chow-fed mice) predict larger differences in epididymal fat pad size than were observed (Fig. 1C). However, *Maf1*^−/−^ mice had almost twice the number of adipocytes in this fat depot as wild-type mice (Fig. 1J). Wild-type mice fed a HFD for 6 mo and chow-fed mice at 1 yr exhibited severe hepatocellular swelling due to lipid droplet (LD) accumulation in the liver. This defining phenotype of nonalcoholic fatty liver disease was not observed in the knockout (Fig. 1F–H; Supplemental Fig. S1G). To confirm that the body weight phenotype of *Maf1*^−/−^ mice was due to the loss of the MAF1 protein and was not an effect of the deletion on expression of some other gene, *Maf1*-null mice were generated with targeted zinc finger nucleases. Two different C57Bl/6J lines were obtained: one with a single-base-pair insertion and another with an 8-base-pair (bp) deletion. Both mutations change the reading frame after Thr64, resulting in translation termination shortly thereafter (Supplemental Fig. S2A). Under ad libitum high-fat feeding, these *Maf1*-null mice showed a dramatic resistance to weight gain similar to that of mice lacking the entire coding region (Fig. 1A; Supplemental Fig. S2B). We conclude that whole body loss of MAF1 results in mice that are lean and profoundly resistant to diet-induced obesity and fatty liver disease. All subsequent experiments in this study were performed with the complete gene knockout.

**Figure 1.**
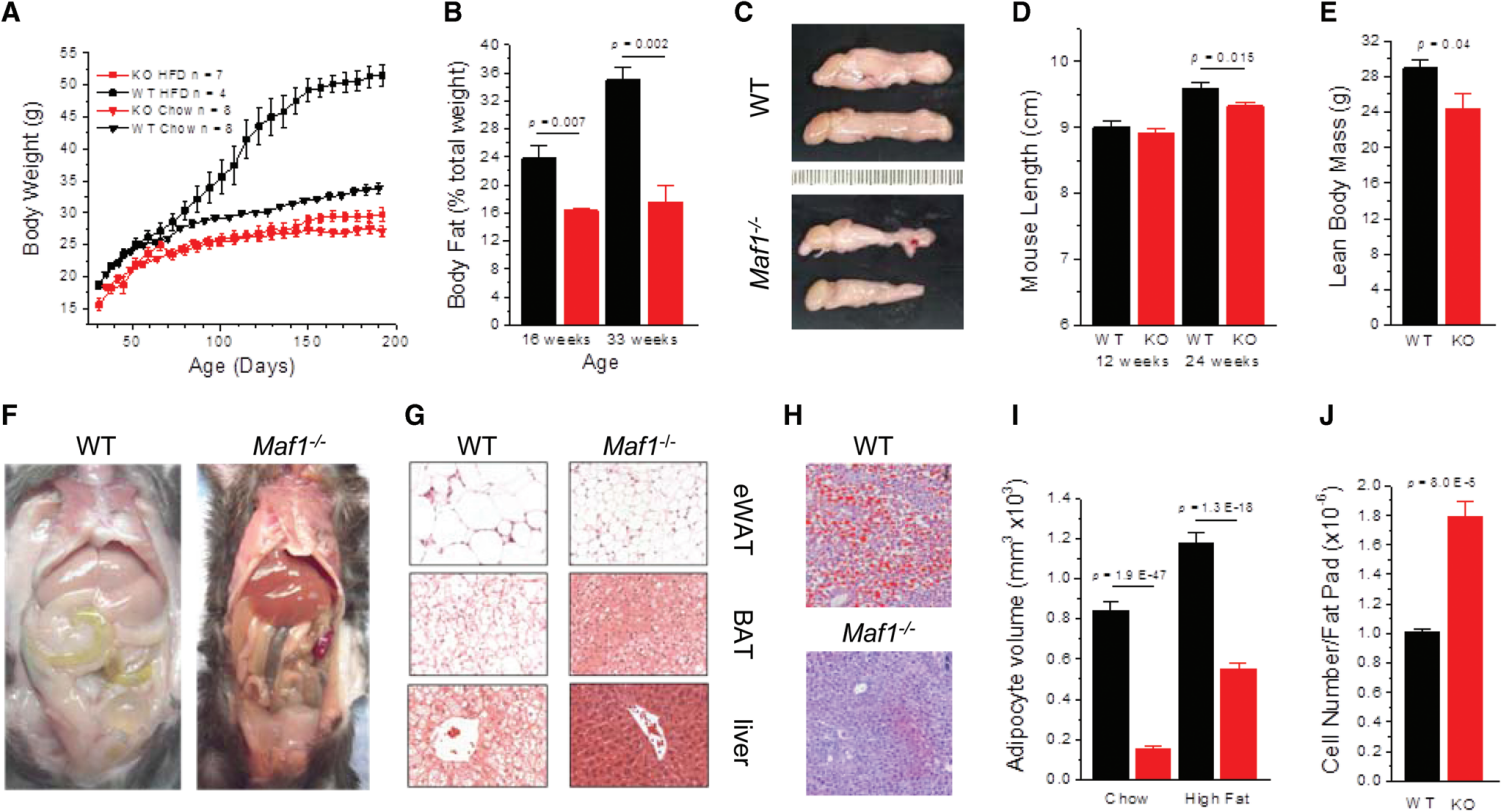
*Maf1*^−/−^ mice exhibit resistance to diet-induced obesity and fatty liver disease. (*A*) Body weight curves of wild-type (WT) and *Maf1*^−/−^ (KO) animals on chow diets and HFDs. (*B*) Fat mass as a percentage body weight for chow-fed mice at 16 and 33 wk (*n* = 3 per group). (*C*) Epididymal fat pads harvested from chow-fed wild-type and *Maf1*^−/−^ mice at 5 mo of age. Images are oriented with the testes to the *left*. (*D*) Nose to anus body length of chow-fed mice (*n* = 8 per group at 3 mo; *n* = 19 per group at 6 mo of age). (*E*) Lean body mass of chow-fed mice at 12 mo of age (*n* = 5 wild type; *n* = 4 knockout). (*F*) Gross pathology of 7-mo-old HFD-fed mice (representative of three animals per group). (*G*) Hematoxylin and eosin (H&E)-stained eWAT, BAT, and livers from the HFD-fed mice in *F*. Images are at the same magnification. (*H*) Oil-Red-O staining of livers from 12-mo-old chow-fed mice. (*I*) Estimation of adipocyte cell volumes for mice on chow-fed diets versus HFDs (see also Supplemental Fig. S1G). (*J*) eWAT fat pad cell counts for 12-mo-old chow-fed mice (*n* = 5 per group). (Black) Wild-type; (red) *Maf1*^−/−^. All values are presented as the mean ± SEM.

### Reduced food intake and metabolic inefficiency

To explore possible factors contributing to the reduced weight of *Maf1*^−/−^ mice, we measured the fecal lipid content of chow-fed animals and found that malabsorption of dietary fat was not a significant factor in the lean phenotype of the knockout (Fig. 2A). We then performed feeding studies on weight-matched wild-type and *Maf1*^−/−^ animals and observed a reduction in food intake in the knockout mice (Fig. 2B,C). To determine whether this difference in behavior could explain the reduced body weight phenotype, we pair-fed animals on a HFD starting at 10 wk of age, a point at which there was no difference in the weight of the mice. Body weight curves diverged over 8 wk of HFD paired feeding, with *Maf1*^−/−^ mice being significantly lighter than wild-type mice under these conditions (Fig. 2D). The body fat content of *Maf1*^−/−^ mice increased following the switch to a HFD but remained significantly lower than for wild-type mice (Fig. 2E). Thus, while reduced food intake undoubtedly contributes to the lower weight of *Maf1*^−/−^ mice, it does not account entirely for this phenotype or the difference in body fat content. These observations suggested that wild-type and *Maf1*^−/−^ mice might show differences in energy expenditure. Indirect calorimetry studies of HFD pair-fed mice revealed an increase in the energy expenditure of *Maf1*^−/−^ animals, normalized for lean body mass, during both the day and night, with the differences being greater at night during the active period (Fig. 2F). The increase in energy expenditure was not the result of *Maf1*^−/−^ mice being more active, as locomotor activity determined by the number of infrared beam breaks in the metabolic chambers did not reveal any differences (Supplemental Fig. S3A). The respiratory exchange ratio was slightly elevated in *Maf1*^−/−^ mice during both the day and night, suggestive of a marginally enhanced use of glucose as an energy source (Supplemental Fig. S3B). Consistent with the increase in energy expenditure, liver homogenates of high-fat-fed *Maf1*^−/−^ mice showed increased O_2_ consumption by mitochrondrial complex 2 compared with wild-type controls (Fig. 2G). This occurred without any increase in mitochondrial DNA or changes in the cellular levels of selected proteins in the electron transport chain (Supplemental Fig. S3C,D). Thus, *Maf1*^−/−^ mice are resistant to obesity as a result of both reduced caloric intake (feeding) and increased energy expenditure. Notably, the diminished ability of *Maf1*^−/−^ mice to transform calories into biomass under pair feeding conditions (Fig. 2D) indicates that the animals are metabolically inefficient.

**Figure 2.**
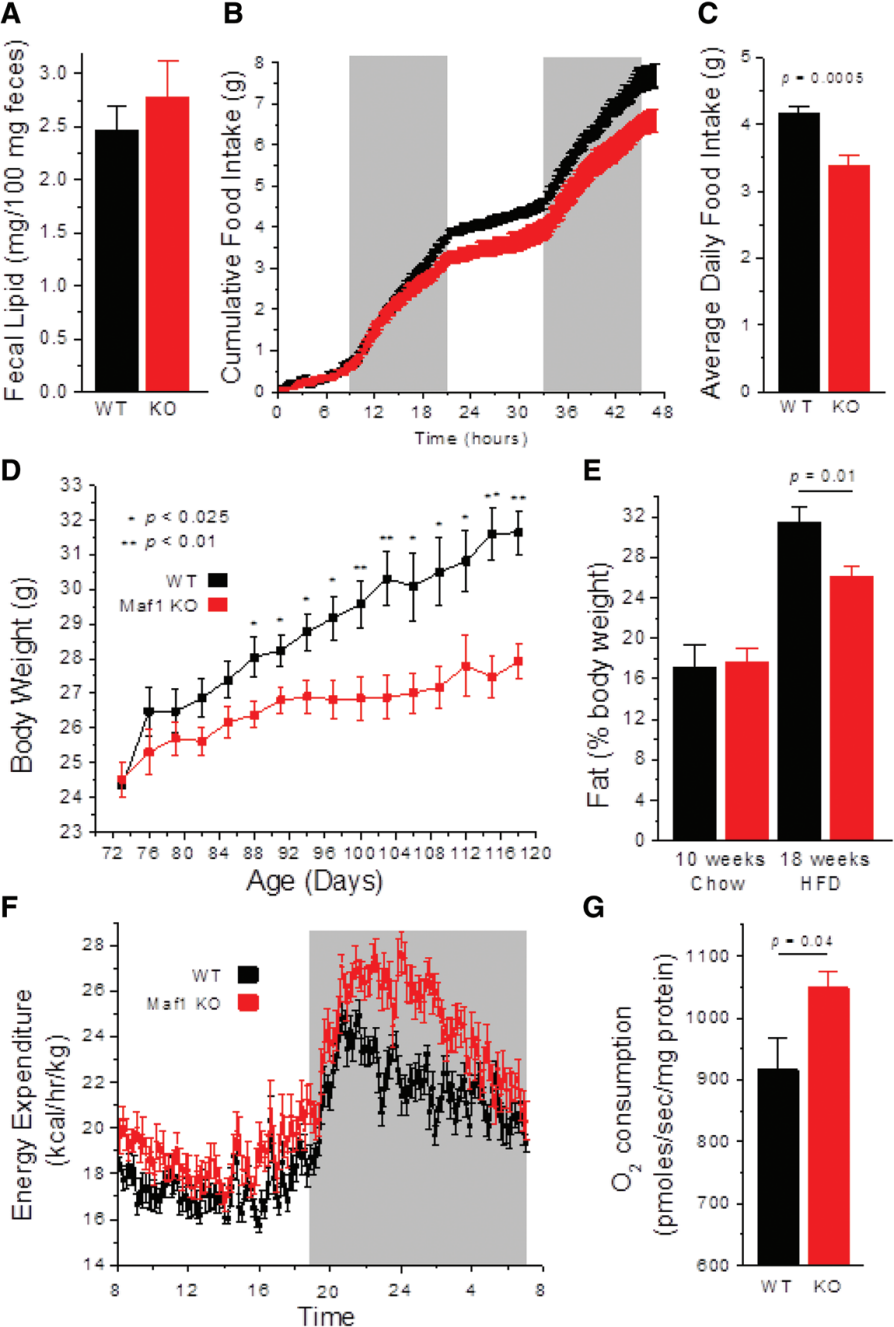
Hypophagia and metabolic inefficiency of *Maf1*^−/−^ mice. (*A*) Fecal lipid content of chow-fed mice (*n* = 4 per group). (*B*) Two-day cumulative food intake of weight-matched chow-fed mice (*n* = 4 per group). (*C*) Daily food intake of weight-matched mice averaged over 5 d. (*D*) Body weight curves of pair-fed mice on a HFD (*n* = 5 per group). (*E*) Percent body fat before and after 8 wk of HFD pair feeding (*n* = 5 per group). (*F*) Energy expenditure in HFD pair-fed animals (24-h averages over 5 d in metabolic cages; *n* = 4 per group; mice were 18 wk of age). (*G*) Oxygen consumption from mitochondrial complex 2 was measured on liver homogenates from HFD-fed mice (*n* = 8 per group). (Black) Wild-type (WT); (red) *Maf1*^−/−^ (KO). All values are presented as the mean ± SEM.

### Altered lipid homeostasis in livers and eWAT

Changes in metabolic efficiency could impact many processes, including glucose or lipid homeostasis. However, plasma glucose levels in the chow-fed state and after an overnight fast showed no differences between wild-type and *Maf1*^−/−^ mice at 4 mo of age, and pancreatic insulin content and islet insulin secretion ex vivo were normal (Fig. 3A–C). In a hyperinsulinemic–euglycemic clamp study, *Maf1*^−/−^ mice on a chow diet required higher glucose infusion rates to achieve euglycemia (Fig. 3D–F) and showed increased whole body glucose disposal as well as increased suppression of hepatic glucose production (Fig. 3G–J). These results indicate that *Maf1*^−/−^ mice are slightly more sensitive to insulin than control animals. However, these differences are associated with the lower body weight of *Maf1*^−/−^ mice (Fig. 3K). We conclude that insulin sensitivity is slightly increased in *Maf1*^−/−^ mice due to their lean phenotype rather than as a direct consequence of the absence of MAF1.

**Figure 3.**
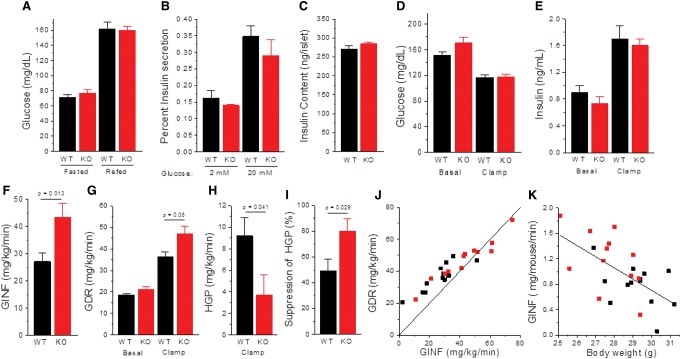
Blood glucose, insulin secretion, and analysis of insulin sensitivity. (*A*) Blood glucose concentrations were determined from tail vein bleeds after an overnight fast and following a 4-h refeed. Mice were 4 mo of age and were maintained on a breeder chow diet. (*n* = 7 mice per group). (*B*) Insulin secretion ex vivo was assayed in the presence of 2 mM and 20 mM glucose (five islets per well; *n* = 8 per condition per genotype; chow diet). Results are expressed as a percentage of the total insulin content of the islets used in the assay. (*C*) Insulin content of islets was calculated from five islets per sample (*n* = 16 per group). (*D*–*K*) Hyperinsulinemic–euglycemic clamp analysis of insulin sensitivity in 5-h-fasted mice. (*D*) Plasma glucose levels before and during the clamp. (*E*) Plasma insulin levels before and during the clamp. (*F*) Glucose infusion (GINF) rate needed to maintain euglycemia. (*G*) Glucose disposal rate (GDR) before and during the clamp was measured by the tracer dilution technique using [3-^3^H]glucose as tracer. (*H*) Hepatic glucose production (HGP) during the clamp. (*I*) Suppression of hepatic glucose production was calculated as the difference in HGP in the basal state (=basal GDR) and during the clamp divided by the basal HGP. (*J*) Rates of glucose disposal versus glucose infusion are shown for all of the mice in the study relative to a line with a slope of 1. HGP is the vertical difference between each data point and the line. (*K*) Glucose infusion rate (insulin sensitivity) is inversely correlated with the body weight of the mice. A linear fit is shown to all of the data. All values are presented as the mean ± SEM. Clamp data in *D*–*K* were obtained from 13 wild-type and 12 *Maf1*^−/−^ mice. (Black) Wild type (WT); (red) *Maf1*^−/−^ (KO).

Given the marked reduction in body fat in *Maf1*^−/−^ mice (Fig. 1B), we assayed for lipid metabolites in plasma. The concentrations of free fatty acids and cholesterol were normal in chow-fed knockout mice compared with controls (Fig. 4A,B). However, targeted metabolomics identified distinct differences between the two groups, including reductions in the levels of multiple glycerophospholipids in *Maf1*^−/−^ plasma (Fig. 4C; Supplemental Fig. S4; Supplemental Table S1). Basal lipolysis in eWAT explants was elevated in the knockout, comparable with wild-type tissue in which lipolysis was activated by the β3-adrenergic agonist CL-316243 (Fig. 4D). Notably, incubation of *Maf1*^−/−^ eWAT with the agonist did not substantially increase glycerol output over the untreated tissue, suggesting that lipolysis was close to maximally stimulated (Fig. 4D). Consistent with this possibility, the level of activated hormone-sensitive lipase (HSL) was greater than fourfold higher in eWAT of ad libitum chow-fed *Maf1*^−/−^ mice relative to controls (Fig. 4E,F). The observation that dopamine levels were elevated in the plasma of *Maf1*^−/−^ mice (Supplementary Table S1; Supplemental Fig. 4B) raises the possibility that activation of HSL may be achieved via Gαs-coupled dopamine D1 receptors on the adipocytes (Borcherding et al. 2011). Lipid metabolism was also altered in the livers of *Maf1*^−/−^ mice, which displayed increased de novo lipogenesis (Fig. 4G). Thus, *Maf1*^−/−^ mice exhibit altered lipid metabolism in the liver and WAT and a different profile of glycerophospholipids in plasma.

**Figure 4.**
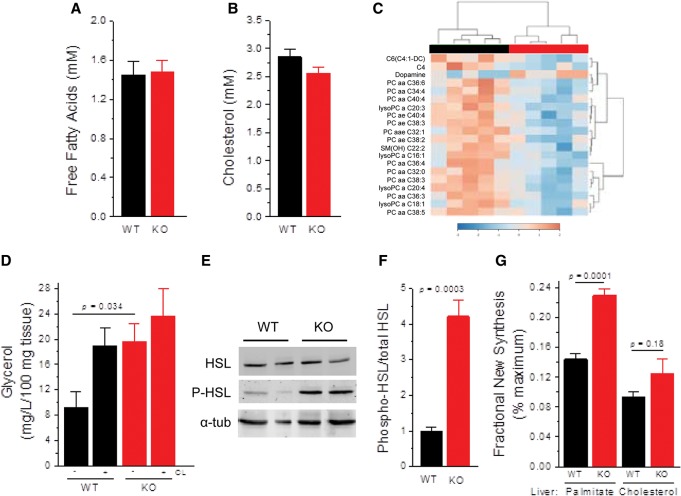
Altered lipid metabolism in *Maf1*^−/−^ mice. (*A*,*B*) Serum-free fatty acids and serum cholesterol were measured in overnight-fasted mice maintained on a standard chow diet (*n* = 6 per group). (*C*) Hierarchical clustering of plasma metabolite profiles from Biocrates AbsoluteIDQ p180 analysis performed with mice on a breeder chow diet. The top 20 metabolites by *t*-test (*P* < 0.025) were clustered using Pearson's correlation to measure similarity and Ward's linkage to minimize the sum of the squares of the clusters (MetaboAnalyst) (see also Supplemental Figure S4 and Supplemental Table S1). (*D*) Lipolysis in eWAT explants from mice on a breeder chow diet. Glycerol release in explants was measured in the presence and absence of the β3-adrenergic receptor agonist CL-316,243 (CL, *n* = 8 for wild-type under both treatments; *n* = 7 for untreated *Maf1*^−/−^; *n* = 4 for CL-316,243-treated *Maf1*^−/−^ explants). (*E*) Western blot of phospho-HSL (P-HSL) and total HSL from eWAT. (*F*) Quantitation of activated phospho-HSL over total HSL in eWAT (wild type, *n* = 8; *Maf1*^−/−^*, n* = 7; breeder chow diet). (*G*) De novo lipogenesis and cholesterol synthesis in livers from mice on a breeder chow diet were measured by tracer enrichment after 5 d of receiving 6% D_2_O in drinking water (*n* = 5 per group). All values are presented as the mean ± SEM.

### Energy expenditure associated with futile synthesis of tRNA

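Epididymal white adipose tissue (eWAT), the fat depot that lies along the epididymis, was taken from 3 wild-type and 3 *Maf1*-/- male mice aged 22 to 24 weeks, after a night without food. Each mouse gave 1 library, and the libraries are called WT1, WT2, WT3, KO1, KO2 and KO3 after genotype and replicate number. The RNA was total RNA depleted of ribosomal RNA, and the libraries kept the strand of the transcript. According to the submitters' processing notes, reads were aligned to the mouse genome build mm9 with GSNAP, counted per Ensembl gene with HTSeq and compared with edgeR. The authors' deposited table gives a whole count for each of 28529 genes in each library. The counts summed to 12010807, 15971900 and 12605990 in WT1, WT2 and WT3 and to 12247202, 7207476 and 13088316 in KO1, KO2 and KO3, so that KO2 was the shallowest library. From these counts, 16101 genes passed edgeR's filter on low counts, 14524 of them protein coding. Counts were normalized by TMM and tested with edgeR's quasi-likelihood test, with genotype as the only term and Benjamini-Hochberg adjustment over the genes kept. Data were simulated with the dispersion estimated for each gene (common dispersion 0.228). In them this test recovered 0% of the genes changed by 1 on the log2 scale. It recovered 28.1% of those changed by 2 and 67.9% of those changed by 4. The simulated genes varied independently, without differences between libraries that many genes share, so these percentages need not hold for the real libraries. The libraries also differed in ways that genotype does not describe. The first principal component of log2 counts scaled to library size (CPM) held 60.7% of the variance and placed WT1 (122) and KO1 (80.1) apart from WT2 (−63.4), WT3 (−27.8), KO2 (−60.1) and KO3 (−50.7). Markers of epididymis and testis, the organs next to this fat depot, summed to 16.2, 7135 and 4786 CPM in WT1, WT2 and WT3 and to 818, 9694 and 8775 in KO1, KO2 and KO3.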

To investigate global changes in gene expression in a tissue exhibiting *Maf1*^−/−^ phenotypes, deep sequencing was performed on eWAT RNA. 

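Reads assigned to *Maf1*, the disrupted gene on chromosome 15 of mm9 (76181724 to 76184810), numbered 655, 1120 and 852 in the wild-type libraries and 150, 87 and 300 in the *Maf1*-/- libraries. Their level was 63.3 ± 5.57 CPM (SD, n = 3 mice) in wild-type and 15.8 ± 5.61 (SD, n = 3) in *Maf1*-/- eWAT, a log2 fold change of −2.00 (standard error 0.28). The paper describes the knockout as lacking the whole coding region. Which part of the gene the remaining reads cover was not examined, so they are not a measure of intact *Maf1* mRNA. *Maf1* had the smallest unadjusted p of all genes tested (2.25e-04 from edgeR's quasi-likelihood test), and neither it nor any other gene passed an adjusted p of 0.05 in that test. Among the genes with the smallest unadjusted p, the higher ones included immunoglobulin genes and the lower ones included *Mmp12*, which encodes a macrophage elastase. *Ighg*, an immunoglobulin heavy chain gene, measured 7.62 ± 3.31 CPM (SD, n = 3) in wild-type and 47.5 ± 14.3 (SD, n = 3) in *Maf1*-/- eWAT, and *Iglv1*, a light chain gene, had a log2 fold change of 2.30 (standard error 0.49); genes of these families resemble each other, so reads can be shared among them. *Gm11205* had a log2 fold change of 2.11, and ENSMUSG00000076602, an immunoglobulin V gene without a symbol in these files on chromosome 6 (70648462 to 70649061), had 3.50. *Mir1983* was counted 0, 0 and 1 times in wild-type and 22, 14 and 64 times in *Maf1*-/- libraries, a ratio of 125 in CPM (95% counting interval 21.9 to 4975). It lies on chromosome 13 (21988787 to 21988918) over the tRNA Ile gene n-Ti14, on the same strand, so its reads can be those of the tRNA gene. *Mmp12* was counted 344, 678 and 340 times in wild-type and 47, 61 and 137 times in *Maf1*-/- libraries, a log2 fold change of −2.10. *Abat*, which encodes the transaminase that breaks down GABA, had a log2 fold change of −1.16 (standard error 0.22), 1110059M19Rik had −1.86 and *Prnd*, a relative of the prion protein gene, had −2.02. The adjusted p of each of these genes was 1.00. At an unadjusted p under 0.05 there were 302 genes of 16101, and 6.27% of the genes had genotypes that did not overlap, where chance gives 10%. DESeq2 called 8 genes higher and 6 lower on the same counts, *Maf1* (adjusted p = 1.33e-05) and *Ighg* (3.81e-05) among them. The edgeR exact test called 2 higher (*Ighg*, *Mir1983*) and 2 lower (*Maf1*, *Mmp12*), and limma voom called 0. The authors' deposited table gives *Maf1* a log2 fold change of −1.95 with an FDR of 0.191, and it lists 431 genes at an FDR under 0.05. In 417 of those genes, a single library held more than 50% of the summed CPM, most often WT2 (219 genes) or KO2 (138 genes). Only 163 of the 431 genes passed the filter on low counts, and the same share over all genes is not given for comparison.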

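Of the gene lists fixed before the data were examined, 4 were shifted up and 5 down in *Maf1*-/- eWAT relative to the other genes (camera with a preset correlation of 0.01, adjusted p under 0.05 over 29 lists). Of 10 splits of the 6 libraries into 3 and 3, the real one among them, 5 gave at least 9 such lists. The highest other split gave 11, so the number of lists does not set the genotypes apart. Smooth muscle and pericyte genes lay highest, with 9 of 11 above 0, a median log2 fold change of 1.86 and an adjusted p of 1.83e-09, a call lost at adjusted p = 0.704 with an estimated correlation. *Cnn1*, which encodes the contractile protein calponin, measured 15.8 ± 2.63 CPM (SD, n = 3) in wild-type and 233 ± 246 (SD, n = 3) in *Maf1*-/- eWAT, with 2089 and 3738 counts in KO1 and KO2 and 174 in KO3. *Actg2* (log2 fold change 3.65) and *Des* (2.05) were likewise highest in KO1 and KO2. Over all genes no member passed, and adjusted over the list alone 5 were higher (*Cnn1*, *Des*, *Actg2*, *Myh11* and *Mylk*), or 0 with the replicate number as a block. The summed level of the list was 1477, 1069 and 1311 CPM in WT1, WT2 and WT3 and 3312, 6890 and 1109 in KO1, KO2 and KO3. Markers of vas deferens and seminal vesicle, listed after the calls were seen, were likewise high in KO1 and KO2 (1815 and 9083 CPM, against 288 in KO3). Nuclear genes of electron transport chain subunits were above 0 in 28 of 28, with a median of 0.47 (adjusted p = 7.23e-08, but adjusted p = 0.704 with an estimated correlation). Their sums were 3960, 4990 and 4545 in wild-type and 6866, 6657 and 4104 CPM in *Maf1*-/- libraries. *Cox4i1* and *Cox6c*, subunits of cytochrome c oxidase, had log2 fold changes of 0.93 and 1.35, with standard errors of 0.47 and 0.68. Both rest largely on KO2: *Cox6c* measured 110, 528 and 101 CPM in KO1, KO2 and KO3 against 67.6, 116 and 106 in wild-type libraries, and without KO2 the values were 0.35 and 0.13. Cytosolic aminoacyl-tRNA synthetases, which charge tRNAs, were above 0 in 21 of 23, with a median of 0.17 (adjusted p = 0.00991, but adjusted p = 0.704 with an estimated correlation). Their sums overlapped between genotypes, with 1328, 1689 and 1536 CPM in WT1, WT2 and WT3 and 1390, 2008 and 1897 in KO1, KO2 and KO3. Scaled by library size alone, these sums rank the 6 libraries as the sums of epididymis and testis markers do (16.2, 7135 and 4786, and 818, 9694 and 8775). The order of WT3 and KO1 among the synthetase sums depends on that scaling, as their TMM factors were 1.02 and 0.904. *Cars*, *Yars* and *Nars* had log2 fold changes of 0.43, 0.31 and 0.30. Skeletal muscle markers were above 0 in 8 of 10, with a median of 0.89 (adjusted p = 0.00991, but adjusted p = 0.704 with an estimated correlation), and their sums overlapped (86.8, 69.1 and 133 against 109, 289 and 76.3 CPM). *Ckm*, muscle creatine kinase, was counted 0, 17 and 1 times in wild-type and 112, 369 and 14 times in *Maf1*-/- libraries. In these last 3 lists 0 members passed over all genes or adjusted over the list alone, and with the block *Ckm* and *Mb* passed over their list. Leaving out a library ended the call of the synthetases without WT2 (0.0684) or KO3 (0.131) and that of skeletal muscle without WT1 (0.0605), and no single library ended the other calls of the 4.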

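Markers of endothelial cells, red blood cells, adipocytes and macrophages and genes of lipolysis lay lower as lists, while the summed level of each list overlapped between genotypes. Of 12 endothelial markers 0 were above 0, with a median log2 fold change of −0.36 (adjusted p = 0.00136 from camera, but adjusted p = 0.811 with an estimated correlation), among them *Vwf* (−0.40) and *Cldn5* (−0.42), while *Eng* (−0.65) became 0.043 without WT1. The endothelial sums were 2350, 1299 and 1568 CPM in WT1, WT2 and WT3 and 1543, 1134 and 1306 in KO1, KO2 and KO3. Of 7 erythroid markers 0 were above 0, with a median of −1.28 (adjusted p = 5.01e-04, but adjusted p = 0.704 with an estimated correlation). *Hba-a1*, a hemoglobin gene, measured 819 ± 558 CPM (SD, n = 3) in wild-type and 315 ± 154 (SD, n = 3) in *Maf1*-/- eWAT. All 7 markers were highest in WT2. In the same order, the erythroid sums were 3046, 6557 and 1011 in wild-type and 1606, 3360 and 965 in *Maf1*-/- libraries. Genes of lipolysis and lipid droplets were above 0 in 8 of 26, with a median of −0.18 (adjusted p = 0.00991, but adjusted p = 0.811 with an estimated correlation). Among them *Npr3*, the clearance receptor of natriuretic peptides, measured 642 ± 291 CPM (SD, n = 3) in wild-type and 266 ± 66.5 (SD, n = 3) in *Maf1*-/- eWAT, *Plin4*, a lipid droplet protein gene, had a log2 fold change of −0.49, and *Lipe*, which encodes hormone-sensitive lipase, had −0.34 (standard error 0.46). Without single libraries, the log2 fold change of *Lipe* ran from −0.92 to −0.019. The lipolysis sum was highest in KO1, with 33906, 30620 and 31539 in wild-type and 33974, 26780 and 22278 in *Maf1*-/- libraries. Adipocyte markers were above 0 in 6 of 17, with a median of −0.23 (adjusted p = 0.0377, but adjusted p = 0.811 with an estimated correlation). *Lep*, the leptin gene, measured 461 ± 318 CPM (SD, n = 3) in wild-type and 165 ± 23.7 (SD, n = 3) in *Maf1*-/- eWAT. Its log2 fold change ran from −1.82 to −0.76 without single libraries. The adipocyte sum was also highest in KO1, with 50510, 45586 and 44203 against 52872, 44279 and 33236. Macrophage markers were above 0 in 5 of 18, with a median of −0.16 (adjusted p = 0.0258, but adjusted p = 0.811 with an estimated correlation). *Itgax*, an integrin gene, measured 14.2 ± 2.42 (SD, n = 3) against 6.46 ± 0.610 (SD, n = 3). The macrophage sum was lowest in WT2, with 2524, 1796 and 2408 against 1809, 2375 and 2047. In these 5 lists 0 members passed over all genes or adjusted over the list alone, and with the replicate number as a block *Npr3* alone passed over its list. Leaving out a library ended calls as well: adipocyte markers without WT1 (0.361), KO2 (0.354) or KO3 (0.655), lipolysis without WT1 (0.267), KO2 (0.358) or KO3 (0.243), macrophage markers without WT1 (0.790), WT3 (0.240), KO1 (0.175) or KO3 (0.131), endothelial markers without WT1 (0.790) or KO2 (0.0563) and erythroid markers without WT2 (0.422) or KO3 (0.131).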

Although MAF1 has been reported to regulate transcription of several protein-coding genes (Johnson et al. 2007; Palian et al. 2014), we did not identify any significant, reproducible changes in the Pol II transcriptome in this tissue (Supplemental Fig. S5A; Supplemental Table S2). 

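*Ucp1*, which encodes the uncoupling protein of brown fat, was counted 0 times in all 3 wild-type libraries and 64, 0 and 2 times in KO1, KO2 and KO3. Against the floor of 3 counts over the wild-type group, this is at least 27.4-fold higher in *Maf1*-/- eWAT, a bound that rests on KO1 and is 1.33 without it. The gene, on chromosome 8 of mm9 (85814247 to 85822355), was too low to pass the filter; without a filter its adjusted p was 0.904 from edgeR's quasi-likelihood test, and the exact two-sided permutation test gave p = 0.4, where 3 mice against 3 cannot go below 0.1. The authors' deposited table gives *Ucp1* a log2 fold change of 8.23 and an FDR of 8.39e-05. Of the 31 other markers and activators of brown and beige adipocytes and *Ucp1* itself, 31 were in the table and 23 could be tested. Of these 23, 0 passed over all genes and 0 adjusted over the list alone, 13 were above 0, and their median log2 fold change was 0.060 (camera, adjusted p = 0.585). *Cited1*, a marker of beige adipocytes, was counted 0, 83 and 3 times in wild-type and 138, 856 and 71 times in *Maf1*-/- libraries, with a log2 fold change of 4.60 (standard error 1.77). With the replicate number as a block, *Cited1* passed when adjusted over the list alone (adjusted p = 0.00531). *Cox7a1*, a cytochrome c oxidase subunit of heart, muscle and brown fat, had a log2 fold change of 1.88 (standard error 1.02), with 84 counts in KO1 and 12 and 6 in KO2 and KO3. *Fgf21*, a hormone that promotes browning, had a log2 fold change of −1.14 (standard error 0.68), at 1.26 ± 0.203 CPM (SD, n = 3) in wild-type and 0.558 ± 0.390 (SD, n = 3) in *Maf1*-/- eWAT.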

Importantly, although the observed increase in energy expenditure could in principle reflect higher levels of adaptive thermogenesis, we observed no induction of known activators or markers of BAT or beige adipose tissue, including UCP1, which regulates proton leak in thermogenic tissues (Walden et al. 2012; Wu et al. 2012; Harms and Seale 2013). Indeed, Western blotting showed that UCP1 was unchanged in BAT and undetectable in eWAT (Supplemental Fig. S5B–D), and the body temperature and cold stress resistance of *Maf1*^−/−^ mice was normal (Supplemental Fig. S5E,F). These observations suggest that enhanced energy dissipation in *Maf1*^−/−^ mice does not result from recruitment of brown-like adipocytes in WAT or UCP1-mediated uncoupling of oxidative phosphorylation.

Previous studies of *Maf1* knockdown and overexpression in glioblastoma cells found inverse changes in the expression of the TATA-box-binding protein (TBP) at the RNA and the protein level that correlated with changes in RNA Pol I transcription (Johnson et al. 2007). MAF1 effects on TBP expression were due to its recruitment to the TBP promoter, whereas changes at the rDNA were thought to be mediated by the promoter selectivity factor SL1, which contains TBP as a central component (Grummt 2013). Although TBP expression was not affected in *Maf1*^−/−^ eWAT RNA (Supplemental Table S2), we examined this issue further in *Maf1*^−/−^ livers and also looked for changes in rDNA transcription (Supplemental Fig. S5G–I; Oie et al. 2014). 

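*Tbp*, on chromosome 17 of mm9 (15636852 to 15665343), measured 30.4 ± 0.851 CPM (SD, n = 3 mice) in wild-type and 31.4 ± 6.35 (SD, n = 3) in *Maf1*-/- eWAT. Its log2 fold change was 0.049 (standard error 0.20, adjusted p = 1.00 from edgeR's quasi-likelihood test), and it was −0.098 without KO2 and −0.060 without WT2 and KO2. *Fasn* and *Acaca*, fatty acid synthesis genes that have been linked to MAF1, had log2 fold changes of 1.24 (standard error 1.24) and 0.61 (standard error 0.75). *Fasn* was counted 86095 times in KO1 and 2108 and 7510 times in KO2 and KO3, against 5916, 33868 and 14424 times in wild-type libraries. Without KO1, the log2 fold changes of *Fasn* and *Acaca* were −1.54 and −0.81, and with the replicate number as a block that of *Fasn* was −0.39. As a list, *Tbp*, *Fasn* and *Acaca* had an adjusted p of 0.700 (camera, in the upward direction, which the block turned), with 0 of 3 genes passing over all genes or adjusted over the list alone. Of 25 genes of RNA Pol I transcription and ribosome biogenesis, 0 passed in either way, 13 were above 0 and the median log2 fold change was 0.088 (camera, adjusted p = 0.391). Their smallest unadjusted p-values belonged to *Taf1d*, a subunit of the selectivity factor SL1, at 25.2 ± 2.19 (SD, n = 3) and 33.9 ± 12.2 (SD, n = 3) CPM, and to *Nop58* (log2 fold change 0.53) and *Nolc1* (0.26), which act in the nucleolus. Of 30 genes of the RNA Pol III machinery, 0 passed in either way, 18 were above 0 and the median was 0.062 (camera, adjusted p = 0.573). *Gtf3c6*, a subunit of TFIIIC, measured 10.4 ± 0.689 (SD, n = 3) in wild-type and 15.7 ± 3.88 (SD, n = 3) in *Maf1*-/- eWAT, while *Polr3e*, a Pol III subunit, had a log2 fold change of −0.57 (standard error 0.37) and *Polr1d*, a subunit of Pol I and Pol III, had 0.39 (standard error 0.26).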

No significant differences were detected in these assays. We infer that the effects of MAF1 on TBP expression and potentially other protein coding genes may be context-dependent.

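RNA Pol III transcripts were scored in the same 6 libraries. The authors' deposited table lists 672 loci of mm9, of which 433 are tRNA genes, 51 are 5S rRNA genes, 20 are 4.5S RNA genes, 15 are other Pol III genes such as those of 7SK and 7SL RNA, 128 are SINEs (short repeats that Pol III can transcribe) and 25 are without annotation. For each tRNA gene and library, the table gives a score of the tags specific to the precursor, a score of the mature tags and a score of all tags. All-tags scores summed to 725368, 993040 and 887710.5 in WT1, WT2 and WT3 and to 826073, 607331 and 1125345 in KO1, KO2 and KO3. The scores hold decimals and how they were scaled is not given in the sources used here. Multiplied by the total gene count of its library over the mean total, 50.1% of the precursor scores above 0 lay within 0.02 of a whole number, against 5.78% as deposited and 4% by chance, so they were treated as scaled scores and not as counts. Scores were tested as log2(score + 1) with limma, with genotype as the only term, at loci with a mean score of at least 1. This left 276 tRNA genes for the precursor scores, 312 for the mature scores, 258 for both and 535 loci of all classes for all tags. Fold changes are on the log2(score + 1) scale, which understates the change of loci with low scores. In simulated precursor scores, whose loci varied independently of each other, limma recovered 0% of the loci changed by 1 on the log2 scale. It recovered 27.8% of those changed by 2 and 87% of those changed by 4. Gene copies with the same mature sequence share their mature tags, and the 312 mature loci held 280 distinct sets of scores. Precursor scores can coincide between copies as well. The tRNA Asn genes n-Tn11 and n-Tn13 both scored 1.52 in WT1 and 1.39 in WT2. The tRNA Leu genes n-Tl18, n-Tl19 and n-Tl20 had the same mature scores and the same precursor change minus mature change. Precursor loci are therefore not all independent, and their distinct sets of scores were not counted.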

eWAT RNA sequencing (RNA-seq) data were analyzed to determine the effect of the knockout on the synthesis of precursor tRNAs. These molecules are short-lived and are widely used to assess the level of transcription by RNA Pol III (Upadhya et al. 2002; Michels et al. 2010). 

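Precursor scores of tRNA genes for asparagine, isoleucine, proline, histidine, lysine, leucine and glycine had the largest rises. The highest was n-Tn11, a tRNA Asn (GTT) gene on chromosome 3 of mm9 (96255348 to 96255421), within an intron of the annotated gene *BC107364*, with a score of 2.63 ± 2.04 (SD, n = 3 mice) in wild-type and 184 ± 87.4 (SD, n = 3) in *Maf1*-/- eWAT. This is a log2 fold change of 5.66 (standard error 0.98, adjusted p = 2.37e-06 from limma). On the same chromosome, the tRNA Asn genes n-Tn13 (log2 fold change 5.06), n-Tn10 (4.75) and n-Tn4 (4.21) and the tRNA His gene n-Th7 (4.29) rose as well. The tRNA Ile (TAT) gene n-Ti15, on chromosome 13 (23362290 to 23362385), rose from 3.16 ± 4.24 (SD, n = 3) to 85.3 ± 63.8 (SD, n = 3), with a log2 fold change of 4.61. The tRNA Pro gene n-Tp10 (4.55), the tRNA Lys gene n-Tk22 (4.22) and the tRNA Leu gene n-Tl24 (4.20) rose too, and n-Tg6, a tRNA Gly gene listed at 0 in each wild-type library, scored 10.9, 11.8 and 37.6 in the *Maf1*-/- libraries. Of 276 tRNA genes, 68 were higher and 0 lower at an adjusted p under 0.05, and 109 had an unadjusted p under 0.05. The median log2 fold change was 1.57 over all 276 and 3.03 over the 68, and 263 genes (95.3%) were above 0. In 65 of the 68 genes the genotypes did not overlap; over all 276 this held for 39.5%, where chance gives 10%. With the replicate number as a block, 104 genes were higher, 67 of them among the 68. The count was 14 without WT1, 25 without WT2, 42 without KO1, 27 without KO3, 4 without WT1 and KO1 and 0 without WT2 and KO2, although the 10 genes named here still passed when any single library was left out. Centring each library on 201 loci that are not tRNA genes, 118 of them SINEs, gave 0 genes and a median of −0.091.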

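By amino acid, the precursors of tRNA His rose most as a group. Of 10 tRNA His genes 9 were called higher, with a median log2 fold change of 2.79 (adjusted p = 0.00166 from camera over 22 sets). Of 11 tRNA Asn genes 5 were called, with a median of 1.95 (adjusted p = 0.0421, and 0.255 with the replicate number as a block). With an estimated correlation, both had an adjusted p of 0.979; leaving out KO2 ended both calls (0.327 and 0.914), and that of tRNA Asn also ended without WT3 (0.0715), KO1 (0.0659) or KO3 (0.101). Among the 22 genes with an intron, whose precursors must be spliced, 8 were called and the median was 2.05 (adjusted p = 0.0894, and 0.00320 without WT3 and 9.16e-05 with the block, but adjusted p = 0.979 with an estimated correlation). n-Ti16, an intron-bearing tRNA Ile (TAT) gene on chromosome 7 (29158018 to 29158112, outside annotated genes), rose from 41.5 ± 37.9 (SD, n = 3) to 175 ± 129 (SD, n = 3), a log2 fold change of 2.22 (standard error 0.82, adjusted p = 0.0336 from limma). Its call ended without WT1 (0.335), WT2 (0.151), KO2 (0.141) or KO3 (0.216). Its sequence in mm9 is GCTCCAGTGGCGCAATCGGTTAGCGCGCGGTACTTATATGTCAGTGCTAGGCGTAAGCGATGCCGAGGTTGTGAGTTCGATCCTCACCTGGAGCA, and the trailer CTTCTTTTTTTAACTCATCT has its run of T residues, the Pol III termination signal, from position 5. n-Tl12, a tRNA Leu (CAA) gene on chromosome 11 (58115976 to 58116082), measured 80.9 ± 52.9 (SD, n = 3) in wild-type and 255 ± 171 (SD, n = 3) in *Maf1*-/- eWAT (adjusted p = 0.0721 from limma, and 0.00236 with the block). The tRNA Tyr (GTA) gene n-Ty2, on chromosome 3 (19528782 to 19528870), had a log2 fold change of 2.25 (adjusted p = 0.0828, and 0.0174 with the block). Of 7 tested genes of tRNA_i_ Met, 2 were called higher, n-Tm10 (adjusted p = 0.00542) and n-Tm2 (0.0330), both listed at 0 in each wild-type library. The call of n-Tm10 ended without WT1 (0.0553) or WT2 (0.0535), and that of n-Tm2 without WT1 (0.169), WT2 (0.167), WT3 (0.0727), KO1 (0.115) or KO3 (0.0687). The others were n-Tm7 (log2 fold change 1.85; 0.0360 with the block), n-Tm11 (1.34), n-Tm8 (0.98), n-Tm6 (0.50) and n-Tm9 (0.30).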

Consistent with the increase in polymerase occupancy of Pol III genes in *Maf1*^−/−^ tissue (Bonhoure et al. 2014), pre-tRNA-specific reads representing >100 different tRNA genes were markedly increased in the knockout (Fig. 5A; Supplemental Table S3). In contrast, mature tRNA-specific reads increased significantly for only a few tRNA genes, and the magnitude of these changes was much lower (Fig. 5B; Supplemental Table S3). 

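Mature scores were above 0 on the log2 fold change scale at 301 of 312 tRNA loci, with a median of 1.07, and 0 loci passed an adjusted p of 0.05 in either direction with limma. The genes of tRNA_i_ Met show the pattern: n-Tm11, on chromosome 3 of mm9 (90279782 to 90279853), had a mature score of 19.7 ± 17.8 (SD, n = 3 mice) in wild-type and 32.4 ± 20.2 (SD, n = 3) in *Maf1*-/- eWAT, with 4.69, 15.1 and 39.3 in WT1, WT2 and WT3 and 16.4, 25.6 and 55.0 in KO1, KO2 and KO3. Its log2 fold change was 0.94 (standard error 1.15, adjusted p = 0.711), and the tRNA_i_ Met genes n-Tm5, n-Tm6, n-Tm7, n-Tm8, n-Tm9 and n-Tm10, whose mature scores are nearly the same, lay between 0.93 and 0.94. n-Tm2 had 1.40 (adjusted p = 0.657) and n-Tm3 had 0.37 (adjusted p = 0.855). The intron-bearing genes n-Ti16, n-Tl12 and n-Ty2 had mature log2 fold changes of 2.43, 0.84 and 0.69, and the mature score of n-Ti16 was low, at 0.287 ± 0.253 (SD, n = 3) and 7.41 ± 6.89 (SD, n = 3). The largest mature change, picked out after its value was seen, was that of the tRNA Phe gene n-Tf1 on chromosome 13 (21974754 to 21974826), from 0.440 ± 0.135 (SD, n = 3) to 14.7 ± 4.28 (SD, n = 3). At an unadjusted p under 0.05 there were 22 mature loci, and the smallest adjusted p was 0.635. Genotypes did not overlap at 13.1% of the loci, where chance gives 10%. With the replicate number as a block, 153 mature loci were higher and 0 lower, with a median log2 fold change of 1.49 among them, n-Tf1 (adjusted p = 4.87e-11), n-Ti16 (1.42e-04) and n-Tm2 (0.00474) included. These p-values rest on a spread that limma pools over loci, many of which share tags, so they do not measure the spread between mice alone. Centring each library on loci that are not tRNA genes moved the median to −0.59, and with the block it gave 0 loci higher and 5 lower. In the authors' deposited table, the GLM calls 9 mature loci, limma calls 27 and either of them 30.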

Similar findings were obtained by Northern blotting of tRNA species from WAT and numerous other tissues (Fig. 5C,D; Table 1). For example, pre-tRNA^Ile^ (TAT) levels increased from approximately threefold in the liver and quadriceps to approximately ninefold in WAT and the spleen, while the levels of five different mature tRNAs, including initiator methionine tRNA (tRNA_i_^Met^), in various tissues showed only minor variations (Fig. 5C,D; Table 1). Additionally, quantitation of the tRNA fraction in the liver indicated only a modest 15% ± 3% increase in the knockout (*P* = 0.008, *n* = 7 per group), and total tRNA levels in a range of other tissues showed minimal changes (Supplemental Fig. 5J). Mature tRNA is reported to have a long (2- to 3-d) half-life in chicken livers and mouse uteruses (Miller 1973; Nwagwu and Nana 1980), so a large (greater than threefold) increase in Pol III transcription in the absence of MAF1 (Fig. 5A,C,D) should have been readily apparent in the steady-state abundance of the mature tRNA population. Since most mature tRNAs as well as bulk tRNA levels were not substantially affected (Table 1; Fig. 5B–D; Supplemental Fig. 5J), we conclude that increased tRNA synthesis in the knockout must be largely matched by increased turnover of nascent tRNA transcripts, pre-tRNAs, and/or mature tRNAs. 

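Summed over all 433 tRNA genes, precursor scores were higher in each *Maf1*-/- library than in any wild-type library, while mature scores of the genotypes overlapped. Precursor scores summed to 1801, 2400 and 4215 in WT1, WT2 and WT3 and to 7849, 5712 and 16459 in KO1, KO2 and KO3, a ratio of geometric means of 3.43. Mature scores summed to 4657, 5908 and 22656 in wild-type and to 9169, 9613 and 22111 in *Maf1*-/- libraries, a ratio of 1.46. The exact two-sided permutation test gave p = 0.1 for precursors, the smallest that 3 mice against 3 allow, and p = 0.6 for mature tRNA. Within the replicate numbers, the ratios were 4.36, 2.38 and 3.90 for precursors and 1.97, 1.63 and 0.976 for mature tRNA, and WT3 and KO3 held the highest mature sums of their genotypes. Without WT3 the mature sums had a log2 difference of 1.25 (exact p = 0.1), and without WT1 one of 0.11 (exact p = 1). The median of log2(score + 1) over the tested loci, taken in each library in place of the sum, differed between genotypes by 1.95 for precursors and by 1.27 for mature tRNA (exact p = 0.1 and 0.3). Precursors made up 24.2% ± 7.35 (SD, n = 3) of the summed tRNA score in wild-type and 42.0% ± 4.46 (SD, n = 3) in *Maf1*-/- eWAT (exact permutation test, p = 0.1). This is a share of scores and not of tRNA molecules, since gene copies share mature tags and the sum may count some of them more than once. The paper reasons that mature tRNA has a long half-life, so that a large rise in Pol III transcription would have been apparent in the mature pool. Since most mature tRNAs and bulk tRNA were not substantially affected, it concludes that the added synthesis must be largely matched by added turnover of nascent transcripts, pre-tRNAs and/or mature tRNAs. 

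**Figure D1:**
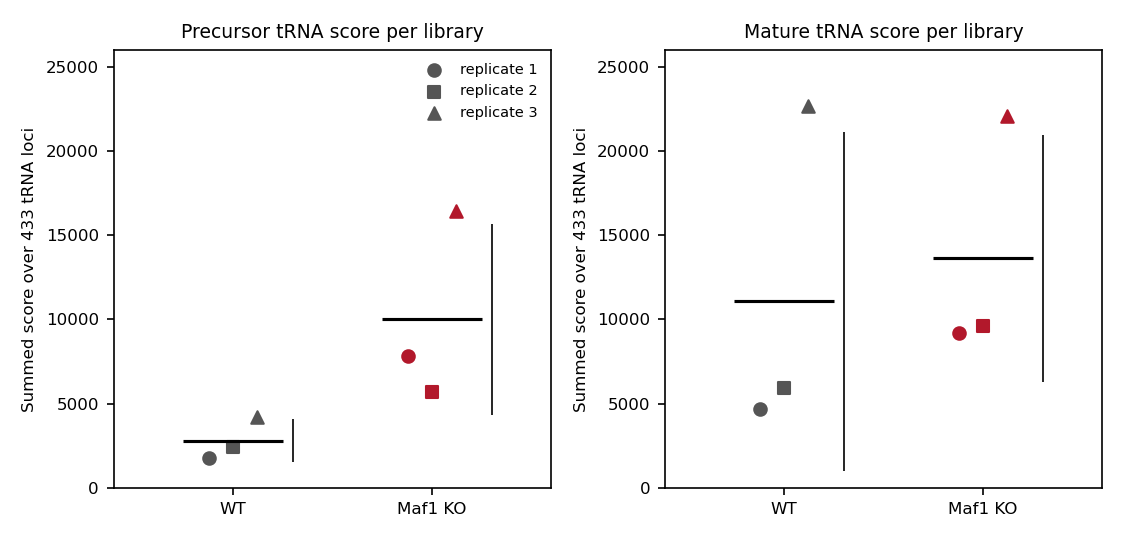
Summed precursor and mature tRNA scores of the deposited table (vertical axis, score summed over 433 tRNA genes) in each wild-type and *Maf1*-/- library (horizontal axis). Points are single libraries, lines are means of 3 mice and bars are SD; the precursor means are 2805 and 10006, the mature means 11074 and 13631, and the highest mature points are WT3 and KO3.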

Support for this view is provided by in vivo ^32^P pulse-labeling of liver RNA. Compared with the Pol I-derived 5.8S rRNA, labeling of Pol III-derived 5S rRNA was unaffected, and labeling of the newly synthesized mature tRNA population increased twofold (Fig. 5E); i.e., less than the threefold level measured for specific precursor tRNAs in this tissue (Table 1), suggesting that some turnover has occurred. In addition, since tRNA synthesis during the pulse was increased twofold but steady-state tRNA levels were not substantially changed (Supplemental Fig. 5J), tRNA turnover is again indicated. We conclude that increased synthesis and turnover of Pol III transcripts—most notably tRNAs, which account for ∼10% of total RNA—constitutes a futile cycle that is likely to be an important driver of energy expenditure in mice.

**Figure 5.**
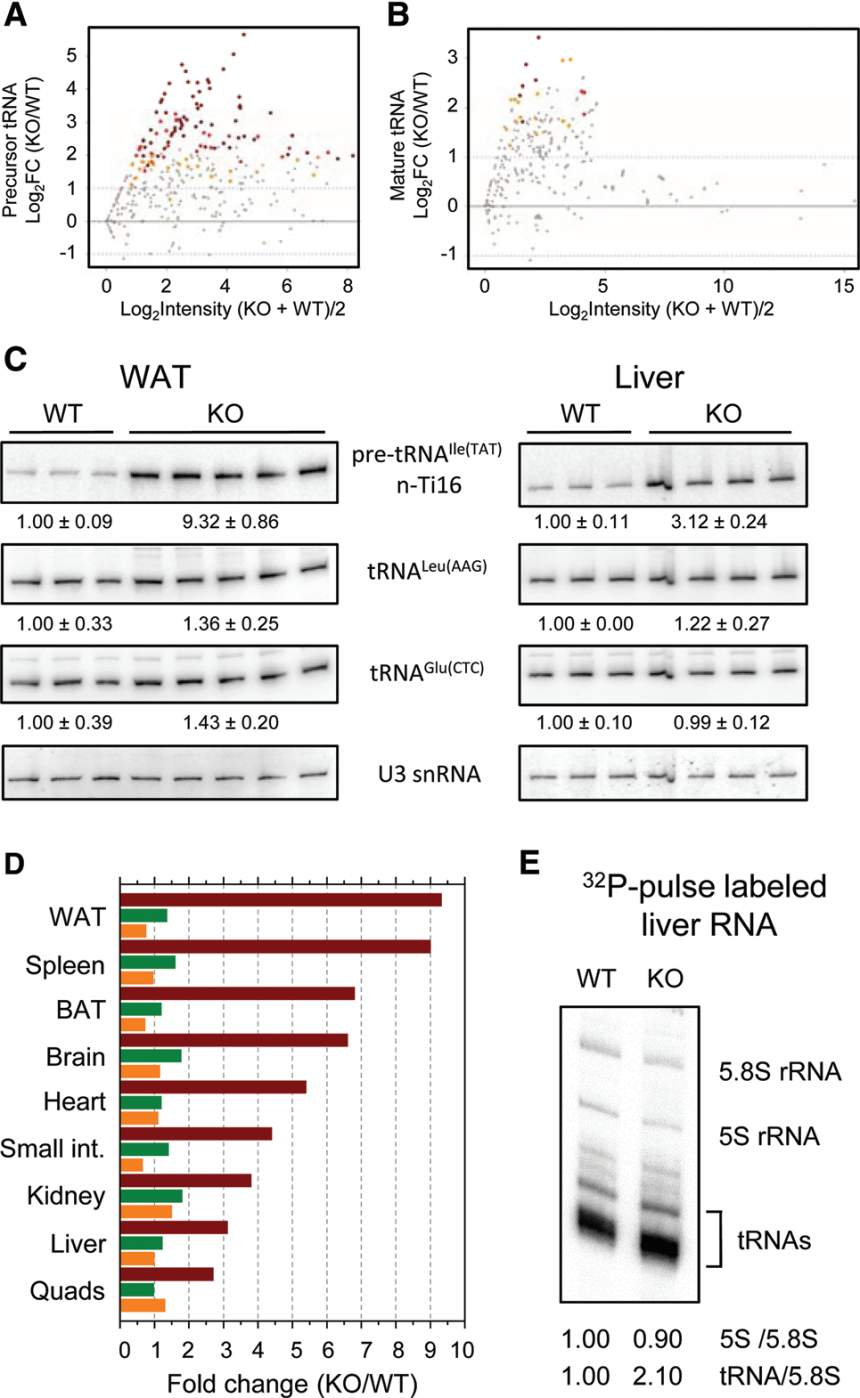
Futile cycling of tRNAs as a mechanism for energy expenditure. (*A*) Log ratio versus abundance (MA plot) of uniquely mapped precursor tRNA-specific RNA-seq reads in eWAT of breeder chow-fed mice (*n* = 3 per group). Yellow and red dots correspond to loci exhibiting significant changes called by limma or GLM, respectively. Brown dots correspond to loci with significant changes called by both methods. Gray dots correspond to loci with scores that are not statistically different. (*B*) MA plot of uniquely mapped mature tRNA reads in eWAT. The color scheme is the same as in *A*. (*C*) Northern blots of precursor and mature tRNA species from the eWAT and livers of breeder chow-fed mice. The fold change normalized to U3 snRNA is shown *below* each panel. (*D*) Precursor tRNA^Ile^ (TAT) n-Ti16 (maroon), mature tRNA^Leu^ (AAG) (green), and mature tRNA_i_^Met^ (CAT) (orange) levels were surveyed by Northern analysis in the indicated tissues of breeder chow-fed mice. The fold change was normalized to U3 snRNA. (*E*) Newly synthesized 5.8 S rRNA, 5S rRNA, and tRNAs from breeder chow-fed mice were quantified in total liver RNA following i.p. injection of ^32^P-orthophosphate and labeling for 4 h.

**Table 1.**
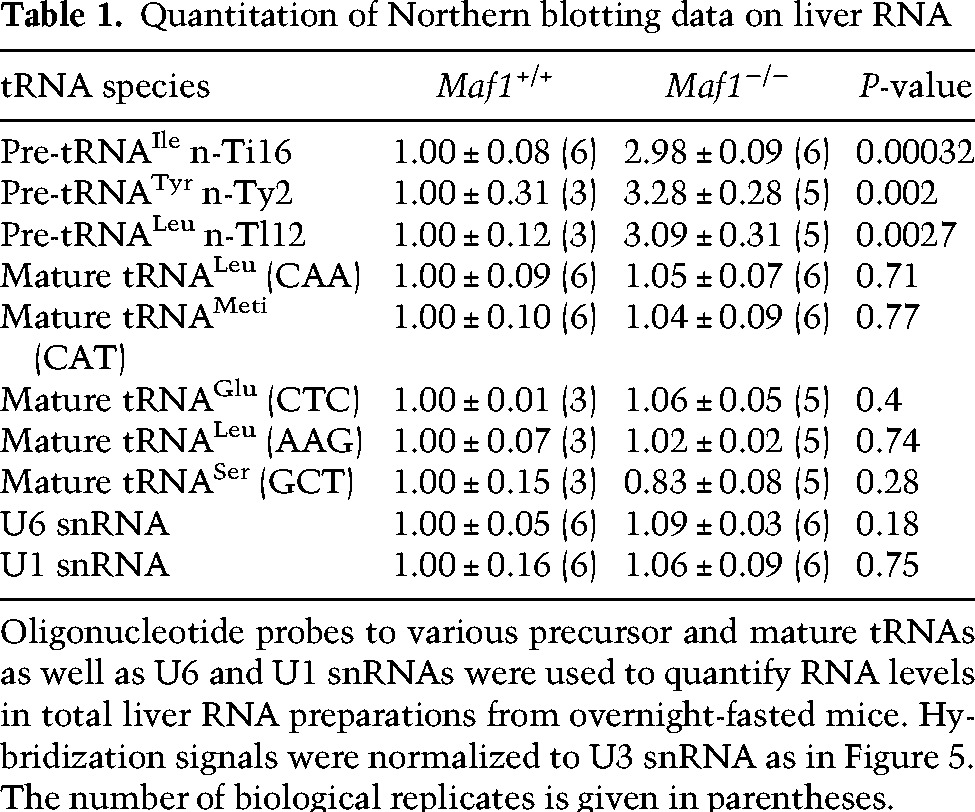
Quantitation of Northern blotting data on liver RNA

### Spermidine, autophagy, and life span extension

We hypothesized that a pervasive whole-body effect of the *Maf1* knockout on Pol III transcription and energy expenditure was likely to generate a common metabolic signature in different tissues. To assess this possibility, we conducted targeted metabolite profiling in liver and skeletal muscle. Multivariate partial least squares discriminant analysis (PLS-DA) of the aggregated data showed that wild-type and knockout tissues are readily distinguished by their metabolite profiles (Fig. 6A). Multiple statistical measures (variable importance in projection [VIP] scores and *t*-tests) indicate that *Maf1*^−/−^ tissues have significantly elevated levels of many amino acids and polyamine pathway metabolites, including ornithine, putrescine, and spermidine (Fig. 6B; Supplemental Fig. S6B; Supplemental Table S1). Perturbations of polyamine synthesis have been linked to changes in adiposity (Jell et al. 2007; Pirinen et al. 2007), and mice expressing reduced levels of nicotinamide *N*-methyltransferase (NNMT), which influences polyamine synthesis, are obesity-resistant (Kraus et al. 2014). Consistent with these observations and the increased level of spermidine in *Maf1*^−/−^ tissues, the expression of *Nnmt* mRNA was significantly reduced in the liver, as was the level of NNMT protein in the liver and muscle (Fig. 6C,D; Supplemental Fig. S6C,D). NNMT methylates nicotinamide using S-adenosyl methionine (SAM) as a methyl donor. Thus, in addition to its potential to affect SAM-dependent methylation reactions and the supply of propylamine groups for polyamine synthesis, NNMT can regulate the availability of NAD^+^ for cellular redox metabolism (Supplemental Fig. S6A; Kraus et al. 2014). To examine this issue, we measured the total cellular concentration of NAD^+^ in wild-type and *Maf1*^−/−^ livers and skeletal muscle by liquid chromatography-mass spectrometry (LC-MS). Consistent with the view that NAD^+^ synthesis in the liver is not limited by the activity of the nicotinamide salvage pathway (Houtkooper et al. 2010; Kraus et al. 2014), the level of NAD^+^ in *Maf1*^−/−^ livers was the same as for wild-type tissue (Fig. 6E). In contrast, the level of NAD^+^ was increased ∼40% in *Maf1*^−/−^ muscle (Fig. 6E). Similar increases have been reported in the muscles of mice with a whole-body deletion of poly(ADP-ribose) polymerase, a major consumer of NAD^+^, and in mice whose diet has been supplemented with the NAD^+^ precursor nicotinamide ribonucleoside (Cantó et al. 2012; Houtkooper et al. 2012). Importantly, these animal models have increased energy expenditure and are protected from HFD-induced obesity. In light of these studies, it appears likely that altered NAD^+^ metabolism contributes to the obesity resistance of *Maf1*^−/−^ mice.

**Figure 6.**
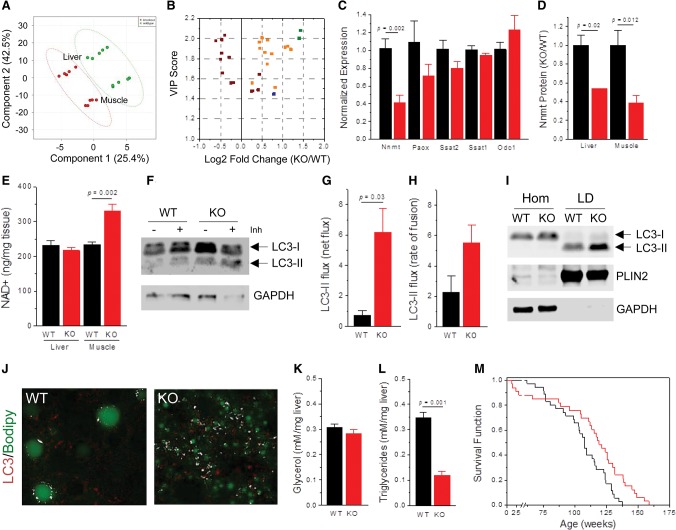
Elevated amino acid and polyamine levels in *Maf1*^−/−^ tissues correlate with induction of autophagy and life span extension. (*A*) Two-dimensional score plot of principal components from PLS-DA of liver and skeletal muscle metabolite profiles from mice on a breeder chow diet. The variance explained by each component is in brackets. Ellipses define regions of 95% confidence. (Green) Wild type (WT); (red) knockout (KO). (*B*) VIP scores (>1.0 is considered significant) obtained by PLS-DA are plotted against the fold change in metabolite concentration (normalized per milligram of tissue) in quadriceps. All metabolites had *P*-values <0.05 (*n* = 5 per group). (Green) Putrescine and spermidine; (orange) amino acids; (maroon) glycerolphospholipids; (blue) C5 acylcarnitine. (*C*) RT-qPCR analysis of polyamine pathway gene expression in the livers (*n* = 5 per group) of chow-fed mice. (*D*) Normalized NNMT protein levels from Supplemental Figure 6, C and D (*n* = 3 per group, chow-fed mice). (*E*) NAD^+^ levels in the liver and quadriceps as determined by LC-MS (*n* = 5 per group, breeder chow-fed mice). (*F*) Examination of autophagic flux in liver explants from mice on a breeder chow diet. The level of LC3-II, the lipidated autophagosome-associated form of LC3, was monitored in the presence or absence of lysosomal inhibitors (Inh). A representative blot is shown from three biological replicates per genotype. (*G*) Net flux shows the normalized difference in LC3-II ± Inh for each genotype (*n* = 3 per group). (*H*) Rate of autophagolysosome fusion compares the normalized ratio of LC3-II ± Inh. (*I*) Immunoblots of liver homogenates (Hom) and hepatic LD fractions. PLIN2 shows the equivalence of LD content, and GAPDH shows the lack of cytosolic contamination. (*J*) Colocalization (white) of BODIPY 493/503-stained LDs (green) and LC3 (red) in overnight-fasted livers. Images are at the same magnification and are representative of data from four wild-type and three *Maf1*^−/−^ mice. (*K*) Quantitation of liver glycerol (*n* = 4 per group). (*L*) Quantitation of liver triglycerides (*n* = 4 per group). The data in *F*–*L* were from the same cohort of breeder chow-fed mice. (*M*) Kaplan-Meier survival curves of female mice on a breeder chow diet (mean life span of wild type 113 wk, *n* = 35 [black]; mean life span of *Maf1*^−/−^ 121 wk, *n* = 33 [red]; *P* = 0.0054, log rank test; maximal life span assessed on the oldest quartile: 130 wk for wild type and 146 wk for *Maf1*^−/−^; *P* = 0.00013, *t*-test).

Spermidine is a known inducer of autophagy in yeast, flies, worms, and mammalian cells, and enhanced autophagy is critical for the life span-extending effects of spermidine in these organisms (Eisenberg et al. 2009). Accordingly, livers from overnight-fasted *Maf1*^−/−^ mice displayed increased autophagic activity compared with controls, as shown by the elevated delivery of LC3-II-positive autophagosomes to lysosomes (net LC3-II flux) and their subsequent lysosomal fusion (Fig. 6F–H; Klionsky et al. 2007). Lysosomal degradation of proteins is consistent with the observed increase in amino acid levels (Fig. 6B; Supplemental Fig. S6B; Supplemental Table S1). In addition, enhanced autophagic activity in the knockout was also associated with increased colocalization of LC3 with BODIPY-stained LDs and increased sequestration of hepatic LDs by LC3-II-positive autophagosomes (Fig. 6I,J). Moreover, we observed a significant reduction in hepatic triglycerides but not free hepatic glycerol in *Maf1*^−/−^ mice (Fig. 6K,L). Together, these findings indicate activated mobilization of hepatocellular lipids via lipophagy (Singh et al. 2009). Increased lipid consumption through autophagy together with the increase in de novo lipogenesis in the *Maf1*^−/−^ liver (Fig. 4G) reveals contributions to metabolic inefficiency and energy expenditure in the mice via increased futile cycling of hepatic lipids. Finally, Kaplan-Meier survival curves revealed a statistically significant extension of mean and maximal life span for female *Maf1*^−/−^ mice, in accordance with the effects of spermidine and autophagy in other model organisms (Fig. 6M; Eisenberg et al. 2009). A similar trend was observed for male mice (Supplemental Fig. S6E).

## Discussion

Our work shows that the loss of *Maf1*, a ubiquitous global regulator of transcription by RNA Pol III, significantly impacts whole-body metabolism and energy expenditure while providing health benefits. These benefits include resistance to diet-induced obesity and nonalcoholic fatty liver disease as well as an extension of life span that can be attributed to previously documented effects of spermidine on the induction of autophagy and longevity in yeast, flies, and worms (Eisenberg et al. 2009). Obesity resistance in *Maf1*^−/−^ mice is achieved through reduced food intake and increased metabolic inefficiency. In this study, we focused on the metabolic component. At the whole-body level, *Maf1*^−/−^ mice demonstrate metabolic inefficiency by their reduced growth rate under paired-feeding conditions (i.e., lower body weight despite equal caloric intake). At the molecular level, metabolic inefficiency is apparent from the increased synthesis and turnover (futile cycling) of tRNAs and hepatic lipids. We infer that the increased energetic cost of these processes alters the balance between fuel utilization and storage and contributes to the lean phenotype. Additional factors contributing to the energy expenditure and obesity resistance of the mice include the reduced expression of NNMT in the liver, muscle, and potentially other tissues and downstream effects on NAD^+^ metabolism and/or the polyamine pathway (Kraus et al. 2014; Liu et al. 2014). How the different molecular effects of the *Maf1* knockout are partitioned in terms of energy expenditure and obesity resistance has yet to be determined, but our current results already establish MAF1 as a novel and unconventional therapeutic target for the treatment of obesity and related diseases.

Reduced expression of *Nnmt*, which we observed in the liver and muscle but not in eWAT, can increase the level of SAM and/or SAM/SAH ratios and the supply of nicotinamide (Supplemental Fig. S6A; Kraus et al. 2014). 

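*Nnmt*, which encodes nicotinamide N-methyltransferase, measured 54.7 ± 9.40 CPM (SD, n = 3 mice) in wild-type and 65.4 ± 25.7 (SD, n = 3) in *Maf1*-/- eWAT. The libraries gave 43.8, 60.6 and 59.6 in WT1, WT2 and WT3 and 79.5, 81.0 and 35.7 in KO1, KO2 and KO3. The gene lies on chromosome 9 of mm9 (48399982 to 48413258), and its log2 fold change was 0.26 (standard error 0.34, adjusted p = 1.00 from edgeR's quasi-likelihood test), or −0.046 without WT1 and KO1. Of 35 tested genes of polyamine, nicotinamide and NAD metabolism, 0 passed over all genes and 0 adjusted over the list alone, 23 were above 0 and the median log2 fold change was 0.073 (camera, adjusted p = 0.211). *Aox1*, an aldehyde oxidase that acts on N-methylnicotinamide, measured 247 ± 27.8 CPM (SD, n = 3) in wild-type and 187 ± 30.4 (SD, n = 3) in *Maf1*-/- eWAT. *Ahcy*, which hydrolyzes S-adenosylhomocysteine, had a log2 fold change of 0.48 (standard error 0.26), and *Sirt3*, a mitochondrial NAD+-dependent deacetylase, had 0.42 (standard error 0.25).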

Increased SAM levels in turn can lead to increased polyamine synthesis, and, indeed, the liver and muscle showed increased levels of polyamine pathway metabolites, including spermidine. Perturbations of polyamine pathway flux are associated with obesity resistance or sensitivity in several mouse models (Jell et al. 2007; Pirinen et al. 2007; Kraus et al. 2014; Liu et al. 2014). In addition to oligonucleotide-directed knockdown of *Nnmt*, which confers obesity resistance primarily by affecting *Nnmt* expression in the liver and adipose tissue (Kraus et al. 2014), whole-body changes in polyamine catabolism have been engineered by overexpression and underexpression of spermidine/spermine-*N*^*1*^-acetyltransferase (SSAT) (Supplemental Fig. S6A). By increasing or decreasing polyamine acetylation in these models, acetyl-CoA and malonyl CoA pools were altered with corresponding changes in fatty acid synthesis, fatty acid oxidation, and body fat accumulation. These studies implicate enhanced polyamine pathway cycling in the obesity resistance of *Maf1*^−/−^ mice.

Elevated nicotinamide supply resulting from decreased *Nnmt* can lead to increased NAD^+^ levels (Kraus et al. 2014), which we observed in muscle tissue. Multiple genetic and pharmacological interventions that raise the level of NAD^+^ are known to enhance oxidative metabolism and provide protection against diet-induced obesity (Bai et al. 2011; Cantó et al. 2012; Pirinen et al. 2014). Along with its role as a cofactor in oxidoreductase reactions, NAD^+^ is a rate-limiting cosubstrate for the sirtuin family of NAD^+^-dependent deacetylases, which regulate the activity of several key transcription factors controlling nuclear and mitochondrial metabolism (Houtkooper et al. 2012). Our RNA-seq analysis of *Maf1*^−/−^ eWAT did not find any significant changes in gene expression for SIRT1 target genes (or other protein-coding genes), but since *Nnmt* expression was not affected in this tissue, NAD^+^ levels may not have been elevated. 

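Of 23 target genes of SIRT1 on the list, all were in the table and 20 could be tested. In *Maf1*-/- eWAT 11 of the 20 were above 0 and 9 below, with a median log2 fold change of 0.058. *Cycs*, which encodes cytochrome c, measured 4.32 ± 0.226 CPM (SD, n = 3 mice) in wild-type and 7.24 ± 2.72 (SD, n = 3) in *Maf1*-/- eWAT, a log2 fold change of 0.74. *Cdkn1b*, a cell cycle inhibitor gene, measured 60.6 ± 3.73 (SD, n = 3) and 78.4 ± 19.0 (SD, n = 3), with a log2 fold change of 0.37 (standard error 0.21). *Adipoq*, the adiponectin gene, had a log2 fold change of −0.48 (standard error 0.29). In edgeR's quasi-likelihood test 0 of the 20 passed over all genes and 0 adjusted over the list alone, and 0 had an unadjusted p under 0.05. The list did not pass as a set (camera, adjusted p = 0.766), nor did it without any single library (adjusted p = 0.334 to 0.974).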

Gene expression and metabolic profiling of additional *Maf1*^−/−^ tissues will further clarify the relationship between NNMT, NAD^+^, and metabolism in these mice.

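In eWAT, 23 tRNA genes had precursor scores called more than 10-fold higher in *Maf1*-/- mice, with a median log2 fold change of 3.93. Mature scores could be tested at 21 of them, where the median log2 fold change was 1.18 (range 0.14 to 2.87) and 0 were called by limma. With the replicate number as a block, 14 of the 21 mature scores were called higher. The change of the precursor minus that of the mature tRNA, tested per locus with limma on the log2 scale, had a median of 3.08 over the 21, which were picked for their large precursor change. Over all 258 tRNA genes with both scores the median difference was 0.47, with 64.7% above 0, and the difference passed an adjusted p of 0.05 at 5 genes, and 39 had an unadjusted p under 0.05. These 5 were n-Tn11 (difference 4.48, standard error 0.93, adjusted p = 0.0241), n-Tn13 (3.88), n-Th7 (3.81), n-Tn4 (3.69) and n-Th6 (3.53), tRNA Asn and tRNA His genes on chromosome 3 of mm9. The mature score of n-Tn11 was 6.99 ± 7.73 (SD, n = 3 mice) in wild-type and 15.5 ± 13.8 (SD, n = 3) in *Maf1*-/- eWAT, and n-Tn13 shares these mature scores. The mature score of n-Th7 was 19.9 ± 23.2 (SD, n = 3) in wild-type and 21.3 ± 16.6 (SD, n = 3) in *Maf1*-/- eWAT. The count of 5 was 14 with the replicate number as a block, 0 without WT2, WT3 or KO2, 1 without KO1 or KO3, and 0 with a pseudocount of 0.1 in place of 1.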

The finding that the synthesis of precursor tRNAs can be increased 10-fold or more, depending on the gene and the tissue, without significant changes at the level of mature tRNA suggests the existence of a robust homeostatic mechanism to prevent the global accumulation of these molecules. Although we did not explore the mechanism of tRNA turnover, it seems likely that the large amount of precursor tRNAs generated in the *Maf1* knockout leads to defects in tRNA processing and/or modification, and such molecules—in particular hypomodified tRNAs—are known to be rapidly degraded (Kadaba et al. 2004; Alexandrov et al. 2006; Chernyakov et al. 2008; Wilusz et al. 2011). Even with rapid tRNA turnover largely offsetting elevated precursor tRNA synthesis, subtle changes in the composition of the tRNA pool in the knockout are likely (Dittmar et al. 2006; Ciesla et al. 2007; Pang et al. 2014), and this in turn has the potential to alter the expression of genes whose codon usage is sensitive to these changes (Gingold et al. 2014). The recent identification of unique translational programs for proliferation and differentiation genes that reflect differences in codon usage and corresponding changes in the tRNA pool (Gingold et al. 2014) may well apply in other situations such as metabolic disease and the response to stress. In this regard, it is likely significant that the effect of deleting *Maf1* on Pol III gene transcription is not equal among different tissues and thus may lead to tissue-specific effects on gene expression.

The lower growth rate of *Maf1*^−/−^ mice is consistent with their reduced feeding and metabolic inefficiency but is strikingly different from the increased cell growth and accelerated larval development seen upon *Maf1* knockdown in *Drosophila* (Rideout et al. 2012). Importantly, these *Drosophila* phenotypes were recapitulated in flies overexpressing tRNA_i_^Met^, which promoted growth by stimulating protein synthesis. Our examination of tRNA_i_^Met^ levels in multiple mouse tissues found no evidence of its overexpression and thus provides a logical explanation for the growth-related phenotypic difference.

The normal levels of tRNA_i_^Met^ in *Maf1*^−/−^ mice are also consistent with these mice not being prone to tumorigenesis, as demonstrated by their extended life span. Until now, the tumorigenic potential of a *Maf1* knockout in mammals has been an open, intriguing question given (1) substantial correlative data linking deregulated Pol III transcription and increased tRNA_i_^Met^ levels to cell transformation and tumorigenesis (White 2008; Pavon-Eternod et al. 2013), (2) the requirement for elevated levels of Pol III transcripts for Myc-driven tumorigenesis (Johnson et al. 2008), and (3) the ability of *Maf1* overexpression to suppress anchorage-independent growth of transformed cells and tumor formation in a xenograft mouse model (Johnson et al. 2007; Palian et al. 2014). While the mouse *Maf1* knockout does not promote tumorigenesis or add to the role of Pol III transcription in the development of cancer, the likely explanation and important insight is that not all interventions that increase Pol III synthesis are capable of increasing the level of tRNA_i_^Met^ or other mature tRNAs.

Studies in mammalian cells and worms have recently reported that perturbing the expression of MAF1 affects lipogenesis (Khanna et al. 2014; Palian et al. 2014). Notably, RNAi-mediated knockdown of MAF1 increased de novo lipogenesis in these studies, consistent with our observations in the livers of *Maf1*^−/−^ mice (Fig. 4G). However, the apparent mechanism and the net effect on lipid accumulation in these studies differ from our findings. Whereas Maf1 overexpression or knockdown had reciprocal effects on the mRNA levels of key lipogenic enzymes (e.g., fatty acid synthase [FASN]) in worms and mammalian cells (Khanna et al. 2014; Palian et al. 2014), we did not detect significant changes in FASN expression in the liver by either RT-qPCR or Western blotting (RD Moir and A Byrnes, unpubl.). Also, liver triglycerides were lower (Fig. 6L), not higher, in the knockout mice, in keeping with the induction of lipophagy, the increase in whole-body energy expenditure, and the lean phenotype. At the present time, we can only speculate about the basis of the differences between our results and these other studies. Possibilities include partial versus complete ablation of *Maf1*, differences in diet and/or nutrients supplied in growth media, and effects due to short-term versus long-term changes in gene expression and/or metabolism.

The obesity and fatty liver disease resistance of the whole-body *Maf1* knockout may have, in part, a basis in metabolic inefficiency similar to that of the liver-specific knockout of NML. Hepatic NML deficiency leads to obesity resistance due to a failure to repress rDNA transcription by RNA Pol I, the main consumer of nucleotides among the RNA polymerases (Oie et al. 2014). This effect is extreme on a HFD. Thus, it appears that the normal function of NML and MAF1 in transcriptional repression by RNA Pol I and Pol III, respectively, is critical for the conservation of metabolic energy and the storage of excess calories as fat. The liver-specific phenotype of the NML knockout coupled with differences in nucleotide consumption between Pol I and Pol III (∼60% vs. 15% in growing cell populations) argues that a knockout of *Maf1* in any single tissue is unlikely to generate the full complement of phenotypes or provide the same level of protection against diet-induced obesity as the whole-body knockout. For MAF1, the overall health benefit is likely to be derived from reducing food intake and spreading the increase in energy expenditure over virtually every cell in the body.

In summary, our findings indicate that obesity resistance in *Maf1*^−/−^ mice is achieved through multiple mechanisms. In addition to the loss of repression of RNA Pol III transcription and the futile cycling of tRNAs in the whole animal, other contributions to energy expenditure are provided by the futile cycling of hepatic lipids and potentially polyamines, with enhanced oxidative metabolism enabled by the elevated level of NAD^+^. Both direct and indirect effects of the *Maf1* knockout on gene expression are involved, and we suggest that changes in some processes may be driven by an increase in the demand for nucleotides. Finally, we note that the lower caloric intake of the mice may be due to the loss of MAF1 function in the brain and/or may reflect a differential response of the CNS to factors secreted from peripheral *Maf1*^−/−^ tissues.

## Materials and methods

### Animals

All experiments involving mice were performed using protocols approved by the Institutional Animal Care and Use Committee (IACUC) of the Albert Einstein College of Medicine or the Veterinary Office of the Canton of Vaud (SCA-EXPANIM, Service de la Consommation et des Affaires Vétérinaires, Epalinges, Switzerland) in accordance with the Federal Swiss Veterinary Office guidelines. *Maf1*^+/−^ mice were generated in the C57Bl/6J background (Ozgene). Details of the targeting vector, breeding, housing, and diets are given in the Supplemental Material. All experiments were performed with male mice except for body weight (growth rate) and life span studies, which were performed with animals of both sexes.

### Histology and cell size and cell number determination

Adipose and liver samples were fixed in 10% buffered formalin prior to paraffin-embedding, sectioning, and staining by hematoxylin and eosin (H&E). Livers were frozen in OCT cryo-embedding medium for Oil-Red-O staining. Adipose cell volume was determined from measurements of the cell radius (>250 cells per condition, two mice per genotype, *v* = 4/3π*r*^3^). Error estimates of the cell radius were propagated to volume as 4π*r*^2^. Cell numbers were determined by dissecting and weighing eWAT fat pads from chow-fed mice (12 mo of age). A tissue sample (100 mg) was digested with collagenase, the mixture was centrifuged at 200*g* for 10 min, and the cells in the supernatant were counted in a hemocytometer.

### Body composition, fecal lipids, and indirect calorimetry

Body composition was determined by EchoMRI. The lipid content of mouse feces was determined by gravimetry with [^14^C] triolein as a radioactive tracer to normalize for the recovery of neutral lipids (Argmann et al. 2006). Measurements of food intake, oxygen consumption, CO_2_ production, respiratory exchange ratio (RER), and locomotor activity were performed using an indirect calorimetry eight-cage system (Oxymax) as described in the Supplemental Material.

### Mitochondrial respiration

Oxygen consumption in liver homogenates of HFD-fed mice was measured using the Oxygraph-2k (Oroboros Instruments). Mitochondrial complexes 1 and 2 were stimulated by injection of 5 mM pyruvate, 2 mM malate, 10 mM glutamate, 2.5 mM ADP, and 10 mM succinate followed by inhibition of the mitochondrial complex 1 by injection of 0.5 μM rotenone.

### Insulin secretion and content

Pancreatic islets were isolated from 17-wk-old mice by digestion with collagenase and separation of exocrine tissue (Gotoh et al. 1987). After 24 h in suspension culture, the islets were distributed into wells (five islets per well) of a 12-well plate, incubated for 1 h at 37°C at a low-glucose concentration (2.8 mM), transferred into wells containing 2 or 20 mM glucose in triplicate, and incubated for another hour. The islets were then separated from the supernatant and lysed in acidic ethanol to extract the insulin. Insulin content of the islets and the supernatant was determined, and insulin secretion was expressed as percent of insulin content.

### Hyperinsulinemic–euglycemic clamp

A dual tracer clamp ([3-^3^H]glucose infusion and 2-deoxy-d-[1-^14^C] glucose bolus) was performed in 3-mo-old male mice. Mice received an indwelling silicone catheter in the femoral vein and were allowed to recover for 4–7 d before a hyperinsulinemic–euglycemic clamp study was conducted (see the Supplemental Material). Rates of basal and insulin-stimulated glucose disposal and hepatic glucose production were determined by the [3-^3^H]glucose dilution method.

### Metabolite profiling

Biocrates AbsoluteIDQ p180 analysis of metabolites in plasma was performed according to the manufacturer's instructions. Plasma was prepared from retroorbital bleeds of overnight-fasted mice (19 wk of age). Tissue samples from overnight-fasted mice (22–24 wk of age) were freeze-clamped in liquid nitrogen and ground to powder with a mortar and pestle on dry ice. The powdered tissue (50–100 mg) was extracted for analysis. NAD^+^ levels were determined by LC-MS. Metabolites with CVs >30% were excluded from the analysis. Supervised PLS-DA was performed using MetaboAnalyst or SIMCA-P software.

### Assays of lipogenesis and lipolysis

Lipogenesis and cholesterol synthesis were measured with deuterated water as a tracer (Vaitheesvaran et al. 2012). Mice were provided with 6% D_2_O in their drinking water for 5 d. Palmitate in liver triglyceride and cholesterol was analyzed by gas chromatography-MS (GC-MS) to determine D_2_O enrichment relative to body water. Lipolysis assays were performed on epididymal fat pads harvested from preprandial ad libitum-fed mice (Marcelin et al. 2012). Glycerol concentration was measured using a colorimetric assay kit (Cayman Chemical).

### Tissue extracts and Western blotting

BAT and WAT were homogenized in lysis buffer (50 mM Tris-HCl at pH 7.4, 1 mM EDTA, 1 mM EGTA, 50 mM NaF, 10 mM sodium glycerophosphate, 20 mM sodium pyrophosphate) containing Complete Mini and PhosSTOP (Roche). Samples were spun at 14,000*g* for 15 min at 4°C, and the interphase was transferred to a new tube. Triton was added to 1% (v/v), and samples were incubated for 30 min at 4°C with agitation and then centrifuged as above to obtain the supernatant. Extracts from other tissues were prepared in RIPA buffer with inhibitors. Protein concentrations were determined by BCA assay (Pierce). Details of the antibodies used are provided in the Supplemental Material.

### RNA-seq analysis

Epididymal adipose tissue was harvested and freeze-clamped in liquid nitrogen from overnight-fasted 22- to 24-wk-old mice maintained on a breeder chow diet. Total RNA was prepared (Qiagen miRNeasy) and digested with DNase I, and RNA quality was assessed by capillary electrophoresis (Agilent 2100 Bioanalyzer). Library preparation and directional RNA-seq were performed at the Einstein Epigenomics Core Facility. Data analysis is described in the Supplemental Material. RNA-seq data have been deposited in NCBI's Gene Expression Omnibus under accession number GSE65976.

### Northern blotting and in vivo labeling of RNA

Tissue samples (50–100 mg, flash-frozen in liquid N_2_) were homogenized into Qiazol lysis reagent (Qiagen), and RNA was purified according to the manufacturer's directions. RNA was precipitated twice, quantified, and resolved by denaturing polyacrylamide electrophoresis before electrophoretic transfer to Nytran Plus membranes (GE Healthcare) and hybridization with [^32^P]-end labeled oligonucleotide probes at 42°C (Li et al. 2000). tRNA signals detected by phosphorimaging were quantified and normalized to U3 snRNA to compare expression in wild-type and knockout samples. For in vivo labeling, mice (23 wk of age) maintained on a breeder chow diet were fasted overnight and injected i.p. with 0.5 mCi ^32^P-orthophosphate (carrier-free) in Tris-buffered saline. After 4 h, the animals were sacrificed, tissues were dissected and freeze-clamped, and total RNA was prepared for electrophoresis on denaturing polyacrylamide gels.

### Autophagy assays

In vivo LC3 autophagic flux analyses determined the amount of LC3-II that accumulates in lysosomes when exposed to lysosomal inhibitors, 20 mM ammonium chloride, and 100 μM leupeptin. Briefly, freshly harvested liver explants were rapidly placed in dishes containing high-glucose DMEM in the presence or absence of inhibitors and transferred to a CO_2_ incubator for 2 h at 37°C and 5% CO_2_. Following incubation, explant lysates were generated and subjected to immunoblotting for LC3. Autophagic flux, expressed as rate of autophagolysosome fusion, was determined by the ratio of normalized intensities for LC3-II in inhibitor-treated versus untreated explants. Net flux was determined by subtracting the normalized intensity of untreated LC3-II from the corresponding inhibitor-treated value. Mouse liver LD fractions were isolated as previously described (Singh et al. 2009). Methods for immunohistochemistry are described in the Supplemental Material.

### Liver glycerol and triglyceride analyses

Liver glycerol was measured in tissue aqueous homogenates. Triglyceride content was analyzed in liver samples subjected to lipid extraction in a 2:1 chloroform:methanol mixture containing 0.05% sulfuric acid for 24 h at −20°C. Tissue glycerol and triglyceride analyses were carried out using a commercial kit from Sigma-Aldrich as per the manufacturer's instructions.

### Statistics

Results are expressed as mean ± SEM. Differences between animals and/or treatments were tested for statistical significance using Student's unpaired *t*-test unless otherwise indicated.

## Supplementary Material

Supplemental Material

# Supplementary material for: Loss of the RNA polymerase III repressor MAF1 confers obesity resistance
**Source:** Genes Dev. 2015 May 1;29(9):934–47. doi: 10.1101/gad.258350.115
**Supplement:** Supplemental Material

Supplemental Material 

# Loss of the RNA polymerase III repressor MAF1 confers obesity resistance

## Supplemental Material

**Files in this Data Supplement:**

- Supp Material.pdf
- Supp Table S1.xlsx
- Supp Table S2.xlsx
- Supp Table S3.xlsx

How the deposited data were processed for this re-analysis (not part of the article)

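RNA of epididymal white adipose tissue from 3 wild-type and 3 *Maf1*-/- male mice was measured by RNA sequencing, with 1 library per mouse. The labels give the genotype and a replicate number, and the mice of the groups are separate animals. Libraries were grouped by genotype alone. The paper states that its data analysis is described in the Supplemental Material, which was not at hand as text; the legend of Figure 5A names limma and a GLM.

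The expected count values were made by the authors, who aligned the reads to mm9 with GSNAP and counted reads per Ensembl gene with HTSeq, and each gene holds a whole number in the deposited table. That table ends in 2 lines that are not genes, a library total and a normalization factor, and these were dropped. Its 6 columns of normalized counts were not used, since the counts themselves were tested. The deposited log2 fold changes were computed by the authors with edgeR, with the version and model not given in the sources used here. The deposited p-value and FDR columns were likewise computed by the authors with edgeR. The score values of Pol III loci were made by the authors from tags of the same libraries, split for tRNA genes into precursor and mature tags, with a scaling not given in the sources used here. The legend of Figure 5 calls the precursor and mature reads it plots uniquely mapped; for the deposited scores the handling of repeated sequences is not described further. The deposited calls by limma and by a GLM were used only for counts of shared loci.

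Genes were filtered with filterByExpr, normalized by TMM and tested with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3. Scores were tested with limma 3.58.1 with a trend on log2(score + 1), at loci with a mean score of at least 1, and the difference between precursor and mature change was tested per locus on the same scale. Gene lists and sets of tRNA genes by amino acid were tested with camera from limma with a preset correlation of 0.01 and with an estimated one. The gene lists alone were also tested with fry. The p-values were adjusted by Benjamini and Hochberg over the genes, loci or lists tested, with a threshold of 0.05, and lists with fewer than 3 tested members were left out. Summed scores were compared with exact two-sided permutation tests, whose smallest p is 0.1. CPM of single genes are TMM-normalized, while sums over gene lists and the ratio of *Mir1983* are scaled by library size alone. Errors are SD over mice, and standard errors belong to log2 fold changes. Tables were handled with Python 3.11.15, pandas 2.3.3 and numpy 2.4.6, and the plot was drawn with matplotlib 3.10.9. Coordinates are in mm9 and count from 1; they were compared with a reference copy of the same build before use.

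The totals per library lay between 7207476 and 15971900 counts, and floors of 3 counts and counting intervals of 95% cover counting error only. The tests were run on simulated data with the dispersion estimated for each gene and with genes that varied independently. There the quasi-likelihood test made 6 false calls among 16101 genes, the exact test 50, voom 4 and DESeq2 68. On the real counts DESeq2 called only 8 genes higher and 6 lower, so the simulated figures need not hold for the real libraries.

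The replicate numbers pair a wild-type with a *Maf1*-/- library if the residual correlation of each pair exceeds 0.1. In the gene table it was 0.66, 0.36 and 0.34, although WT2 correlated more with KO3 (0.47). In precursor scores it was 0.27, −0.07 and 0.23 and in mature scores 0.35, 0.12 and 0.09, so by this rule the numbers do not pair these. A correlation over loci does not register a level that all loci of a library share, so a pairing by such a level stays open. The mice are separate animals, so tests without the pairing come first and the replicate number as a block is an alternative.

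Before the data were examined, 30 gene lists, the comparisons, the alternatives and a rule for which genes to name were fixed; of the lists, 29 had enough members in the table. By that rule the text names the genes and loci that the paper names for this tissue or probes by Northern blot, the 10 largest changes in each direction among genes that pass with no overlap of genotypes, or the 5 smallest unadjusted p in a direction where fewer than 5 pass, up to 3 members of each list with the smallest p, the 10 largest precursor and mature changes that pass with no overlap, and each other Pol III gene of the table. A few values of Tables S2 and S3 had been seen when the rule was written. The alternatives were DESeq2 1.42.0, the exact test of edgeR, limma voom, other normalization factors and filters, other pseudocounts (0.1 and 5), other scalings of the scores, the replicate block and leaving out each library. Alternatives added later leave out WT1 with KO1 or WT2 with KO2, scale the scores by TMM factors, combine the block with a scaling, sum the scores per anticodon or use an exact sign-flip test within the replicate numbers.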

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

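The tests of SINE loci outside genes and of other splits were set before their results were seen, and the tests of a shared factor and of sequencing depth after. Signals of 3 kinds in the deposited data that the paper's text does not discuss lay above the wild-type libraries. SINEs are short repeats that Pol III can transcribe, and 10 of 118 tested SINE loci were higher and 0 lower in *Maf1*-/- eWAT in all tags (limma, adjusted p under 0.05), with 46 at an unadjusted p under 0.05. A B2 element on chromosome 4 (40161169 to 40161268), in an intron of *Ddx58*, had the largest log2 fold change of the 10 (3.39) and scored 18.5 ± 5.89 (SD, n = 3) in wild-type and 294 ± 316 (SD, n = 3) in *Maf1*-/- eWAT. A B2 element outside annotated genes on chromosome 11 (101859884 to 101859983) scored 29.5 ± 8.10 (SD, n = 3) and 177 ± 24.3 (SD, n = 3). These SINE loci were chosen after their values were seen. The count of all loci higher in all tags, 41, was 3 without WT1, 0 without WT2 or KO1, 98 without WT3 and 9 without KO3, and 281 with the replicate number as a block.

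A locus without annotation on chromosome 11 (101488967 to 101489066), NA_20 of the table, scored 0, 0.76 and 2.90 in wild-type and 7.96, 49.0 and 31.7 in *Maf1*-/- libraries, with a log2 fold change of 3.69 (standard error 0.94, adjusted p = 0.00626 from limma). *Mir1983* was 125 times as high in *Maf1*-/- as in wild-type libraries, from 100 counts against 1. It lies over n-Ti14, whose precursor score rose by 2.93 on the log2 scale (adjusted p = 0.0234 from limma), so both values can come from the same transcript.

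The rise of precursors and SINE loci was weighed against technical explanations. Deeper sequencing of the *Maf1*-/- libraries is argued against by the ratio of median totals, 0.972. A factor per library shared by all Pol III transcripts would raise the other Pol III genes as far as the precursors, by 1.57; their median was 0.19 (SD 0.46 over 14 genes). Centring on loci that are not tRNA genes nonetheless left 0 precursors called, and 118 of the 201 loci used for it are SINEs, which were higher themselves. Unspliced RNA of host genes is argued against by SINE loci outside annotated genes, whose median log2 fold change was 1.27 with 57 of 59 above 0, against 1.72 inside genes. A factor shared only by tRNA and SINE transcripts stays open, as does the genotype, and the design has no further condition that separates them.

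Other splits of the 6 libraries into 3 and 3 number 10, too few for a share under 0.05. The real split gave 68 precursor loci and the highest other 0, in all tags 41 and 2, and for the difference between precursor and mature change 5 and 0; in each case 1 split, the real one, reached the real count. For tRNA sets the real split gave 2 and the highest other 5, with 4 splits reaching 2.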

How the results depend on the processing

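The tests without WT1 and KO1, without WT2 and KO2, with TMM factors, per anticodon and with the block together with a scaling were added after results were seen; the others were set before the data were examined. Of the settings planned, a test of the scores as whole reads was not run, since the scores did not turn out to be whole. Where a value below changed, the cause was not tested unless fewer libraries or loci entered the test.

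Single genes were called higher and lower in 8 and 6 cases by DESeq2, 2 and 2 by the exact test of edgeR and 76 and 56 by the authors' p-values over the kept genes, against 0 and 0 in the quasi-likelihood test, voom, other normalizations and filters, the block and without any single library. Library size alone moved the median of all genes by −0.025 and upper-quartile factors by −0.0084. Of 29 lists, 4 were higher and 5 lower; this was 0 and 0 with an estimated correlation and 0 and 0 by fry, and the number lower ran from 2 to 7 without single libraries (2 without WT1 or KO3, 3 without KO2). Over 95 named genes, 1560 of the values under alternatives kept direction and side of the threshold, 24 passed it and 16 reversed. *Tbp* had −0.0041 in the authors' table, −0.060 without WT2 and KO2 and −0.098 to 0.19 without single libraries (lowest without KO2). *Nnmt* had −0.046 without WT1 and KO1. *Fasn* had −5.4e-04 with voom, −0.39 with the block, −1.91 without WT1 and KO1 and −1.54 to 1.81 without single libraries (lowest without KO1), and *Acaca* −0.66 and −0.81 to 1.04. *Fos* had 0.050 without WT1 and KO1. *Eng* ran from −0.96 to 0.043 (highest without WT1), *Akap4* from −3.21 to 0.26, *Tnp2* from −3.74 to 1.00 and *Tnp1* from −3.74 to 1.31 (each highest without WT2), and *Tnp1* had 0.26 without WT2 and KO2.

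Precursor loci higher numbered 68, and 32 without a filter, 104 with the block, 104 with scaling by the other Pol III genes, 0 with centring, 159 with block and scaling, 2 with block and centring, 4 without WT1 and KO1, 0 without WT2 and KO2, and 17 (35 with the block) of 49 anticodons. Without single libraries they ran from 14 (without WT1) to 86 (without KO2), with 25 without WT2, 42 without KO1 and 27 without KO3. Mature loci higher numbered 0, and 153 with the block, 146 with block and scaling, 26 of 49 anticodons with the block, and 5 lower with block and centring; every other setting gave 0. The difference between precursor and mature change was called at 5 loci, and at 0 with a pseudocount of 0.1, 13 with 5, 0 without a filter, 13 with a mean score of at least 5, 14 with the block, 14 with block and centring, 3 with block and scaling, 9 with TMM factors, 2 without WT1 and KO1 and 0 without WT2 and KO2, from 0 (without WT2, WT3 or KO2) to 7 without single libraries. All-tags loci higher numbered 41, and 10 with a pseudocount of 0.1, 27 with 5, 0 without a filter, 79 with scaling by the other Pol III genes, 0 with centring, 281 with the block, 265 with block and scaling, 9 (and 36 lower) with block and centring, 0 without WT1 and KO1, 0 without WT2 and KO2, and from 0 (without WT2 or KO1) to 98 (without WT3) without single libraries. Sets of tRNA genes numbered 2, and 0 with an estimated correlation, from 0 (without KO2) to 2. The summed precursor score kept its direction in every setting run (log2 1.35 to 2.12 without single libraries), and the summed mature score ran from 0.11 to 1.25 without single libraries; the median of log2 scores per library, in place of the sum, differed by 1.95 for precursors and 1.27 for mature tRNA.

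Centring takes the same 1.66 from the log2 fold change of every locus, so each value between 0 and 1.66 reverses whatever the spread of its locus. In this way centring, alone and with the block, turned precursor values of n-Tl12 to −0.019, n-Tm11 to −0.33, n-Tm8 to −0.68, n-Tm6 to −1.16 and n-Tm9 to −1.36. It turned mature values of n-Ty2 to −0.98, n-Tl12 to −0.82, n-Tm11 to −0.72, n-Tm7 to −0.72, n-Tm9 to −0.72, n-Tm2 to −0.26, n-Tm5, n-Tm6, n-Tm8 and n-Tm10 to −0.73 and n-Tm3 to −1.29. It turned *Rnu6atac* to −1.19, *Rmrp* to −1.56, *Rny3* to −0.81, *Rny1* to −1.35, *Rn7sk* to −1.65, *Rpph1* to −1.39 and *Rnu6* genes to −1.62, −1.33, −1.31 and −1.29. Without WT1 and KO1, n-Tm6 had −0.032 in precursors and *Rn7sk* −0.14. Without WT2 and KO2, n-Tm9 had −0.21 in precursors, *Rnu6* genes −0.14, −0.036 and −0.028, the *Rn7sl* genes 0.19 and 0.16 and *Vaultrc5* 0.16. Without single libraries, n-Tm9 ran from −0.074 to 0.55 in precursors, n-Tl12 from −0.12 to 1.82 and n-Tm3 from −0.40 to 1.15 in mature scores, *Rn7sk* from −0.18 to 0.16, the *Rn7sl* genes from −0.62 to 0.066 and from −0.62 to 0.033, *Rnu6* on chromosome 9 from −0.13 to 0.28, *Rpph1* from −0.030 to 0.47 and *Vaultrc5* from −0.60 to 0.14. Over the 20 named precursor loci, 274 values kept direction and side of the threshold, 61 no longer passed, 10 passed and 13 reversed, most of them under centring. Apart from the changes given here and with the values of each result, the block changed no call of a named gene or locus, of a list or of a tRNA set. Depth limits low genes most, as KO2 had 7207476 counts.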

Differences from the paper's values

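Of the tests named here, only the block together with a scaling was chosen after the values were seen. The paper states that pre-tRNA reads of more than 100 tRNA genes rose, and its text gives no threshold for this count. The legend of its Figure 5A marks loci called by limma or by a GLM. The deposited precursor calls number 87 by limma, 93 by the GLM, 65 by both and 115 by either. Here 68 of 276 tRNA genes were higher at an adjusted p under 0.05 by limma, fewer than the paper states and fewer than the 87 of the authors' limma. Of the alternatives set before the data were examined, the count reached 104 with the replicate number as a block and 104 with scores scaled by the other Pol III genes. It stayed under 100 with a mean score of at least 5 (69), with a pseudocount of 0.1 (64) or 5 (58), without a filter (32), with centring (0), or without WT1 (14), WT2 (25), WT3 (67), KO1 (42), KO2 (86) or KO3 (27). The block together with scaling by the other Pol III genes gave 159 and was chosen after seeing the values. All 68 genes are among the 115 that the authors' deposited calls name by a GLM or limma; 114 of the 115 could be tested here, and with the replicate number as a block 83 of the 104 genes called are among the 115.

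The paper states that mature reads rose for a few tRNA genes. Here 0 of 312 were called by limma, with 22 at an unadjusted p under 0.05, and 153 with the replicate number as a block. The deposited calls name 30 mature loci by either method, of which 27 are among the 153 and 0 are called without the block.

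The paper states that no reproducible change was found in Pol II transcripts, and no gene passed here by edgeR's quasi-likelihood test. The deposited table lists 431 genes at an FDR under 0.05; over the genes kept by the filter, the authors' p-values adjusted again gave 76 higher and 56 lower. The paper states that no marker of brown or beige fat was induced, and by Western blot it found UCP1 undetectable in eWAT. *Ucp1* and *Cited1* are both among the 431 in the deposited table. The counts of *Ucp1* rest on KO1 (64). *Cited1* has an FDR of 1.76e-05 there, and its genotypes do not overlap in CPM. It was counted 0, 83 and 3 times in wild-type and 138, 856 and 71 times in *Maf1*-/- libraries. KO2 alone held 83.3% of the summed CPM of *Cited1*, whose log2 fold change ran from 2.33 to 8.36 without single libraries. Neither gene passed here by edgeR's quasi-likelihood test.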

Other observations

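The test of precursor reads counted as mature and the other splits were set before their results were seen, and the tests of neighbouring tissue, of single libraries and of a shared factor after. Of the other Pol III genes of eWAT, 14 had scores that could be tested and 0 of them passed (limma, all tags). None had an unadjusted p under 0.05, and their log2 fold changes ran from −1.05 for a U6 gene on chromosome 12 (*Rnu6*, 53704775 to 53704881) to 0.85 for *Rny3*, a Y RNA gene (adjusted p = 0.186, or 0.0289 with the replicate number as a block). That U6 gene scored 21.8, 1.34 and 2.20 in WT1, WT2 and WT3 and 2.08, 1.78 and 1.27 in KO1, KO2 and KO3. Its value ran from −1.67 to −0.025 without single libraries. *Rn7sk*, the gene of 7SK RNA, had 0.010, *Rmrp* 0.10, *Rpph1* 0.28, *Rny1* 0.31, *Rnu6atac* 0.48 and the vault RNA gene *Vaultrc5* −0.24. The 7SL genes *Rn7sl* had −0.31 and −0.33, and the other U6 genes 0.042, 0.33, 0.36 and 0.38. *Bc1* was listed at a score of 0 in every library, but AC161763.1, a gene that overlaps it by position and was looked up after its values were seen, was counted 6, 41 and 58 times in wild-type and 93, 469 and 229 times in *Maf1*-/- libraries. Its log2 fold change was 3.54 (unadjusted p = 0.0103, adjusted p = 1.00 from edgeR's quasi-likelihood test, or 0.935 with the replicate number as a block), while DESeq2 called it (0.0499) and the deposited table lists it at an FDR of 0.00174; whether *Bc1* differs is therefore open. By class, 5S rRNA genes had a median of −0.23 (0 of 43 above 0) and 4.5S RNA genes 0.51 (20 of 20 above 0), with 0 called in either, and tRNA genes 1.38 in all tags (30 called of 334). Copies of a repeated gene can share tags, so the signs within a class are not independent. The RNA was depleted of ribosomal RNA, and 5S scores summed to 96.9, 235 and 254 in wild-type and 107, 96.7 and 322 in *Maf1*-/- libraries.

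Other lists of genes, not shifted as sets (camera), also held genes that differed between libraries. Inflammation genes had an adjusted p of 0.118 and a median log2 fold change of −0.15, and adjusted over the list alone *Mmp12* was lower (0.0153) while 0 passed over all genes. *Ptgs2*, which encodes cyclooxygenase 2, was counted 98, 96 and 76 times in wild-type and 4892, 5433 and 45 times in *Maf1*-/- libraries, and the chemokine gene *Ccl5* had 1.40. Genes of fatty acid and triglyceride synthesis had a median of 0.41 with 22 of 25 above 0 (adjusted p = 0.0869); *Fads1*, a desaturase gene, measured 124 ± 16.3 CPM (SD, n = 3) in wild-type and 200 ± 37.5 (SD, n = 3) in *Maf1*-/- eWAT, and *Fads2* and *Elovl6* had 0.98 and 0.69. Genes of fasting and insulin response had a median of −0.098 (0.540), with *Igfbp3* at 0.69 and *Irs2* at −0.73. Lymphocyte markers had a median of 0.29 (0.204), with *Igkc* at 1.16, *Cd8a* at 2.54 and *Cd3g* at 1.28. Fibroblast and progenitor markers had −0.13 (0.162), with *Fn1* at −0.52, *Sparc* at −0.48 and *Loxl1* at −0.30. Immediate early and heat shock genes had −0.044 (0.442), with *Jun* at −0.67, *Dusp1* at −0.48 and *Fos* at −1.21, which became 0.050 without WT1 and KO1. Mesothelial markers had −0.0013 while their set test pointed up (0.771), with *Krt19* at 1.09, *Upk3b* at −0.29 and *Lrrn4* at −0.36. Autophagy and lysosome genes had 0.041 while their set test pointed down (0.770), with *Tfe3* at −0.47, *Atg3* at 0.36 and *Ulk2* at −0.34. Circadian clock genes had −0.047 (0.585), with *Bhlhe40* at −0.33, *Bhlhe41* at −0.58 and *Hlf* at 0.68. Genes of tRNA processing, modification and turnover had 0.092 (0.391), with *Pop4* at 0.38, *Tsen34* at 0.45 and *Exosc9* at 0.29. Small nucleolar RNA genes had 0.093 (0.442), with *Snora75* at 0.58, *Snord8* at 0.71 and *Scarna9* at 0.62. Genes of the mitochondrial genome had 0.35 (0.154), with *mt-Co2* at 0.84, *mt-Co3* at 0.74 and *mt-Tt* at −0.64. Replication-dependent histone genes had −0.049 (0.203), with *Hist1h2bh* at −1.74, *Hist1h2bb* at −0.60 and *Hist2h2ab* at −0.96. Of 11 Pol III noncoding RNA genes listed for the gene table, 0 could be matched there by symbol; the genes that overlap such loci by position under other symbols were not tested as a list. Apart from *Mmp12*, 0 genes of these lists passed over all genes or adjusted over the list alone.

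Leaving out a library made some of these lists pass, and 2 of them in opposite directions. Synthesis of fatty acids was shifted down without KO1 (2.69e-06) and up without KO2 (2.37e-07) or KO3 (0.0122), and small nucleolar RNAs were shifted up without WT3 (9.24e-04) or KO2 (3.05e-07) and down without KO3 (0.00422). Shifted down were also fibroblast markers without WT2 (0.00225) or KO1 (0.0213), immediate early genes without WT2 (0.0377) and inflammation without WT2 (0.00392) or KO2 (0.00555). Shifted up were lymphocyte markers without WT1 (0.0163), tRNA processing without KO1 (0.0448) and mitochondrial genes without WT1 (0.0173) or KO3 (0.00422).

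Genes high in single libraries were weighed as a pattern. Of the genes called in the deposited table, 96.8% have a single library above 50% of their summed CPM, and 84.7% have genotypes that overlap. These shares are not set against those of all genes, and only 163 of the called genes passed the filter on low counts. Of 19 detected markers of epididymis and testis, 63.2% were highest in WT2; the list had a median of −0.27 (camera, adjusted p = 0.770; shifted down without WT1, 1.89e-04, and up without WT2, 0.0105, or KO1, 0.00984) and 0 members passed over all genes or adjusted over the list alone. *Crisp1*, an abundant epididymal gene, measured 8.69, 1518 and 2774 CPM in WT1, WT2 and WT3 and 795, 4173 and 3233 in KO1, KO2 and KO3. The sperm genes *Akap4*, *Tnp2* and *Tnp1* had −2.62, −2.65 and −2.65, which became 0.26, 1.00 and 1.31 without WT2. Of skeletal muscle markers 73.3% and of smooth muscle markers 72.7% were highest in KO2. On lists chosen after the calls were seen, vas deferens and seminal vesicle markers summed to 1815 and 9083 CPM in KO1 and KO2 and to 288 in KO3, against 19.5, 196 and 214 in wild-type libraries, with 6 of 6 tested above 0, a median of 0.73 and *Akr1b7* higher over the list alone, a call lost with the replicate number as a block (0.211); *Akr1b7* made up most of the sums of KO1 and KO2. Liver markers, also chosen then, had 10 of 10 tested above 0, a median of 2.49 and *Apoc3* and *Apoa2* higher over the list alone, of which *Apoa2* was lost with the block (0.0650). Of these markers 81.2% were highest in KO1, but their sums overlapped, with 5358, 2402 and 1653 CPM in WT1, WT2 and WT3 and 5704, 3428 and 2114 in KO1, KO2 and KO3. RNA of tissue next to the fat depot is a candidate source of the epididymal and testis transcripts, as a hypothesis found and tested on the same libraries; no source was tested for the liver genes, and a change of these transcripts within fat cells was not tested.

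With the replicate number as a block, 153 mature loci were higher, against 0 without it. Reads of precursors counted as mature would leave mature scores unchanged where the precursor score is 0 in every library; at 13 such loci the median was 0.91, with 12 above 0, but its SD of 0.81 keeps this from excluding it. For a factor shared by all short Pol III transcripts, 8 short loci that are not tRNA, SINE or 5S had a median of 0.35 (SD 0.56) against 1.07 for mature tRNA, and with centring and the block 0 loci were higher, so that the factor and the genotype cannot be told apart; the few loci and their spread keep it open. Of the 4 splits that part all pairs, 1 reached 153 and the highest other gave 0; without the block the real count was 0, which every split reaches by construction, but the split of WT1, WT2 and KO1 from the others gave 83, which points to a structure of the samples other than genotype. These splits, and those of the other tests, are too few for a share under 0.05. For single genes the real split and all others gave 0, so that they tell nothing, and for lists the real split gave 9 and the highest other 11, with 5 reaching 9.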
